# Dynamic post-transcriptional regulation by Mrn1 links cell wall homeostasis to mitochondrial structure and function

**DOI:** 10.1371/journal.pgen.1009521

**Published:** 2021-04-15

**Authors:** Kendra Reynaud, Molly Brothers, Michael Ly, Nicholas T. Ingolia

## Abstract

The RNA-binding protein Mrn1 in *Saccharomyces cerevisiae* targets over 300 messenger RNAs, including many involved in cell wall biogenesis. The impact of Mrn1 on these target transcripts is not known, however, nor is the cellular role for this regulation. We have shown that Mrn1 represses target mRNAs through the action of its disordered, asparagine-rich amino-terminus. Its endogenous targets include the paralogous SUN domain proteins Nca3 and Uth1, which affect mitochondrial and cell wall structure and function. While loss of *MRN1* has no effect on fermentative growth, we found that *mrn1Δ* yeast adapt more quickly to respiratory conditions. These cells also have enlarged mitochondria in fermentative conditions, mediated in part by dysregulation of *NCA3*, and this may explain their faster switch to respiration. Our analyses indicated that Mrn1 acts as a hub for integrating cell wall integrity and mitochondrial biosynthesis in a carbon-source responsive manner.

## Author summary

Regulated degradation of messenger RNAs acts together with regulated transcription to determine mRNA abundance and thereby control gene expression. RNA-binding proteins coordinate post-transcriptional gene expression programs by recognizing groups of functionally related transcripts and modulating their stability and decay. Here, we establish that the yeast RNA-binding protein Mrn1 controls a gene expression program that links the mitochondrion with the yeast cell wall. The cell wall is a dynamic structure that withstands substantial osmotic pressure while undergoing continuous remodeling during growth and division. It comprises a large fraction of the cell’s dry weight and consumes substantial energy as well as carbohydrates. Mrn1 binds hundreds of target mRNAs, which are enriched for functions in cell wall organization and biogenesis. We found that Mrn1 destabilizes these targets during glucose fermentation, but its repressive effect is relieved when cells switch to respiratory growth. Cells lacking *MRN1* have expanded mitochondria during glucose fermentation and adapt more quickly to respiration. The SUN domain protein Nca3 is a key Mrn1 target that is associated with both the cell wall and the mitochondrion and underlies much of these effects. Mrn1 control of Nca3 and other genes sculpts mitochondria and the cell wall in response to changing growth conditions.

## Introduction

Gene expression is regulated post-transcriptionally by numerous proteins that recognize specific transcripts and modulate their translation, localization, and decay [1]. An individual RNA-binding protein (RBP) can target dozens or hundreds of different messenger RNAs (mRNAs), thereby controlling a post-transcriptional regulon of functionally related genes [2]. These coordinated regulatory programs allow cells to quickly remodel gene expression in response to changing growth conditions [3] and acute stress [4].

The yeast protein Mrn1 seems well suited to control such a post-transcriptional regulon. It contains four RNA-recognition motif (RRM) domains, giving it a substantial potential to recognize target transcripts specifically. Indeed, Mrn1 has been reported to bind over 300 mRNAs, and these targets are enriched for transcripts that encode cell wall biogenesis and regulatory proteins [5]. Many of these target transcripts are shared among a subset of other yeast RBPs including Khd1, Pub1, Scp160, and Ssd1 [5]. No overt cell wall phenotypes have been linked to the loss of *mrn1*, however, and prior work has instead identified genetic interactions with chromatin remodelers and splicing factors [6].

In addition to its four RRMs, Mrn1 contains an intrinsically disordered amino-terminal domain that begins with a low-complexity, poly-asparagine region. Disordered regions are common among RNA-binding proteins, and they can serve as interaction motifs that bind other proteins and recruit them to an mRNA [7]. Interactions between disordered regions also play important roles in the formation of phase separated ribonucleoprotein condensates, such as stress granules and P-bodies [8]. While Mrn1 appears diffusely cytosolic during normal growth, it localizes to P-bodies upon glucose deprivation [9]. Mrn1 is also hyper-phosphorylated under these conditions, similar to many other RBPs that localize to cytosolic granules in glucose starvation [10,11]. In contrast to these other proteins, however, Mrn1 hyper-phosphorylation was not relieved by the deletion of the kinase *SNF1*. This result suggests that Mrn1 may play a distinctive role in response to glucose withdrawal. Mrn1 may also respond to heat stress, as it was strongly depleted from mRNAs after heat shock [12].

Here, we showed that Mrn1 promotes turnover of its target transcripts, acting through the general mRNA decay factor *LSM3*. While many Mrn1 targets are indeed cell wall proteins, we also identified genetic and physical connections between Mrn1 and mitochondria. Loss of *MRN1* leads to mitochondrial expansion in fermentative conditions and a faster transition to respiratory growth. These effects appear to be mediated in part by *NCA3*, a strongly responsive Mrn1 target that regulates the mitochondrial ATPase [13] and is linked to cell wall biogenesis [14].

## Results

### The disordered N-terminus of Mrn1 promotes mRNA turnover

To learn how Mrn1 affects its target transcripts, and determine which regions of the protein are responsible for its regulatory effects, we subdivided Mrn1 into separate domains and characterized each using a tethered function assay [15]. Mrn1 contains an unstructured N-terminus followed by four predicted RNA-recognition motifs (RRMs) (Fig 1A). We split Mrn1 into three fragments, one comprising the disordered N-terminus, Mrn1(1–200), another the first two RRMs, Mrn1(201–371), and a third containing the third and fourth RRMs, Mrn1(372–612) (Fig 1B). The regulatory activity of each fragment was quantified by tethering it to the 3′ UTR of a yellow fluorescent protein (YFP) reporter mRNA and measuring YFP fluorescence relative to a red fluorescent protein (RFP) normalization reporter expressed in the same cells (Fig 1C). Mrn1(1–200) repressed reporter expression roughly 3.5-fold relative to an inactive control, whereas the full-length protein repressed the reporter only 2-fold (Figs 1D, S1A and S1B). Full-length Mrn1 may be subject to inhibition that Mrn1(1–200) evades by omitting the C-terminal regions of the protein. In contrast, Mrn1(201–371) and Mrn1(372–612) had little effect on normalized YFP (Fig 1D). While expression of these RRM fragments had no specific regulatory effect, we noted that total YFP and RFP fluorescence increased (S1C and S1D Fig), which we attributed to an increase in overall cell size (S1E Fig).

**Fig 1:**
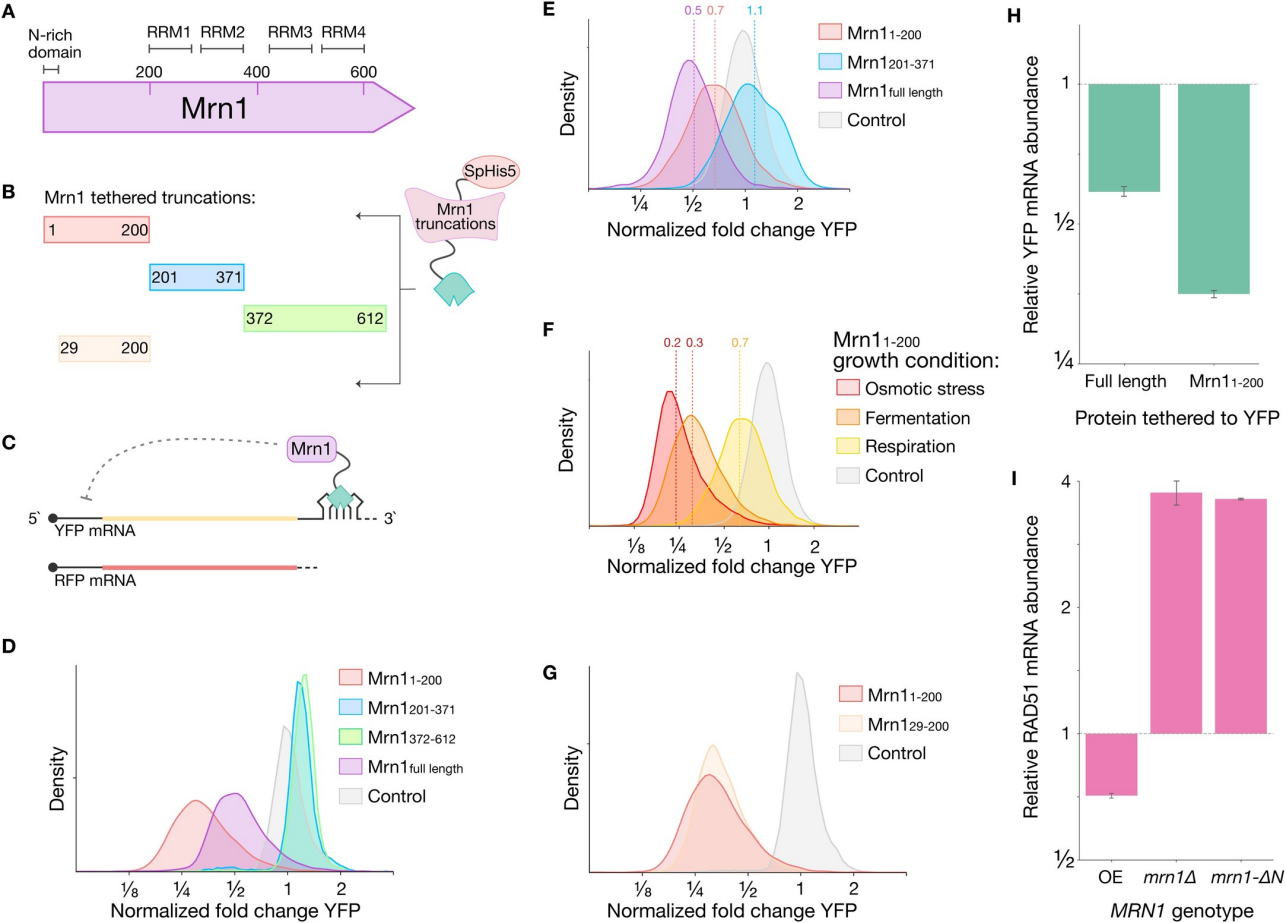
Mrn1 is a post-transcriptional repressor that stimulates mRNA degradation through its disordered N-terminus. (A) Predicted domain structure of Mrn1. (B) Mrn1 truncations tethered to mRNA reporter in tethering assay. (C) Schematic of tethering assay with YFP reporter and RFP normalization control. (D) Flow cytometry measuring activity of Mrn1 and its truncations in the tethering assay during fermentative growth and (E) respiratory growth (n = 50,000 cells per sample, one representative replicate shown in each histogram). (F) As in (D), for Mrn1(1–200) activity in the tethering assay during osmotic stress, fermentation and respiration. (G) As in (D), for Mrn1(1–200) and Mrn1(29–200) activity in the tethering assay during fermentative growth. (H) RT-qPCR analysis of YFP mRNA with indicated proteins tethered to the 3`UTR. Expression reported relative to a non-regulator control and normalized to an untargeted RFP mRNA. (I) RT-qPCR analysis of endogenous Mrn1 target *RAD51* expression normalized to the *UBC6* housekeeping gene. Error bars reflect standard deviation.

Because Mrn1 enters cytoplasmic ribonucleoprotein granules upon glucose deprivation [9], we were curious how its activity might change in different growth conditions. We repeated the tethering assay using cells grown in non-fermentable media with ethanol and glycerol as carbon sources. The repressive effect of N-terminal Mrn1(1–200) was substantially weaker in respiratory growth conditions, as reporter expression was reduced by only 30%, in contrast to the 70% reduction seen in fermentative growth on glucose. Full-length Mrn1 showed equally strong repression in these conditions, however, and the RRM-containing fragment Mrn1(201–371) retained its modest and largely non-specific effects (Fig 1E). Cells expressing the Mrn1(372–612) tethering fusion protein grew extremely slowly in the non-fermentable media, precluding measurement of its activity.

We next tested whether other stress conditions would also elicit a similar decrease in Mrn1(1–200) activity. Notably, Mrn1(1–200) actually became a stronger repressor following osmotic stress (0.6 M NaCl) (Fig 1F), consistent with the observation that Mrn1 binds transcripts involved in cell wall growth and expansion. For example, it has been shown that the loss of *UTH1*, previously identified as an Mrn1 target, leads to cells with more robust cell walls that are resistant to perturbations such as zymolyase and calcofluor white [5,16]. The increased repressive activity of Mrn1 during osmotic stress may produce a similar effect as deleting *UTH1* and thus create a more robust cell wall.

Mrn1 begins with a low-complexity region with 21 asparagine residues in the first 28 positions, including a stretch of 14 consecutive asparagines. Low-complexity domains are important in the formation of RNP granules as they allow RBPs to polymerize and undergo a reversible phase transition into a hydrogel-like state [17]. To assess the functional relevance of the low-complexity domain in Mrn1, we tested the activity of a tethering fusion lacking this amino-terminal asparagine-rich region. We saw minimal change in the activity of Mrn1(29–200), which lacked the poly-asparagine region, relative to Mrn1(1–200) (Fig 1G). Like Mrn1(1–200), the repressive effect of Mrn1(29–200) was also weaker in respiratory growth conditions (S1F Fig). However, osmotic stress did not enhance the repressive effect of Mrn1(29–200), indicating that the increase in Mrn1(1–200) activity during high-osmolarity is dependent on its low complexity sequence (S1G Fig).

The tethering assay provides an integrative measure of changes in translation and mRNA stability. In order to deconvolve these effects, we next assessed whether the regulatory effects of Mrn1 reflected translational repression or enhanced mRNA turnover. We measured reporter mRNA abundance by reverse transcription followed by quantitative PCR (RT-qPCR) in the presence of tethered full-length Mrn1 or N-terminal Mrn1(1–200) and compared this with tethering of an inactive Halo protein. We discovered that most of Mrn1’s activity is due to RNA turnover, as the decrease in mRNA abundance nearly matches the level of fluorescent protein repression we observed in the tethering assay (Fig 1H).

We wanted to test whether Mrn1 also promoted degradation of its endogenous target transcripts. The *RAD51* transcript was previously identified as one of the top endogenous targets of Mrn1 [5], so we expected that its abundance would increase upon *MRN1* deletion (*mrn1Δ*) and decrease when *MRN1* was over-expressed. Indeed, in *mrn1Δ* we observed RAD51 mRNA levels increase by approximately 4-fold, whereas over-expression of *MRN1* using the *P(PGK1)* promoter reduced *RAD51* expression nearly 2-fold. Finally, deletion of the genomic region spanning the first 200 amino acids in the *MRN1* locus (*mrn1-ΔN*) resulted in a 4-fold upregulation of RAD51(Fig 1I). These results confirm that Mrn1 is a post-transcriptional repressor that enhances the turnover of its endogenous mRNA targets through its disordered N-terminus.

### Mrn1-mediated RNA decay involves Lsm3

Having characterized Mrn1 as an RBP that destabilizes its targets, we next sought to identify the genetic requirements for its repressive activity. We recently developed an approach for CRISPR-based screening, called CiBER-Seq, in which expressed nucleotide barcodes linked uniquely with each guide RNA are quantified by deep sequencing in lieu of measuring expression changes using fluorescent reporter protein [18]. We linked CiBER-Seq with the tethered function assay in order to measure how CRISPRi-mediated genetic perturbations [19,20] changed the effect of Mrn1. Rather than directly tethering Mrn1 to the barcoded reporter transcript, we used an indirect approach wherein Mrn1 was tethered to an mRNA encoding a synthetic transcription factor, ZEM, which in turn regulated the expression of the barcoded reporter [21,22]. Genetic perturbations that alter the regulatory effect of Mrn1 should relieve or exacerbate Mrn1 repression of ZEM translational output, thereby impacting the expression of the downstream ZEM-driven barcoded reporter (Fig 2A). Each barcoded reporter is linked uniquely with one guide in a genome-scale library of tetracycline-inducible CRISPR interference (CRISPRi) guide RNAs [21]. We transformed this library of guide/reporter pairs into cells expressing the catalytically inactive CRISPRi effector protein dCas9-Mxi, which silences target gene expression, along with the Mrn1 tethering fusion and the ZEM tethering target.

**Fig 2:**
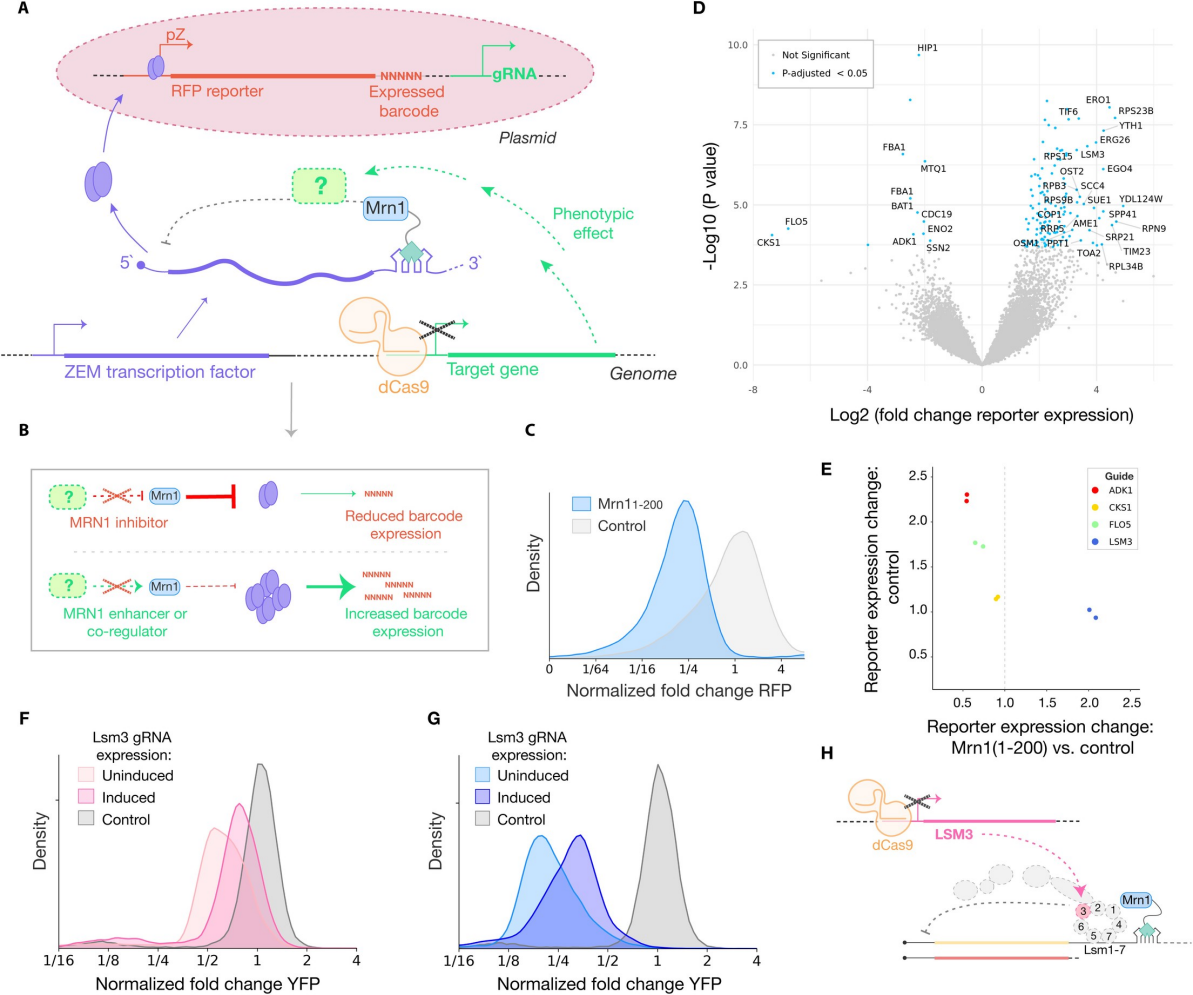
The tethering assay incorporated into CiBER-seq reveals Mrn1 RNA turnover mechanism involves Lsm3. (A) Schematic of indirect CiBER-Seq analysis of Mrn1 tethered to the mRNA encoding the ZEM transcription factor, which drives transcription of a barcoded RFP reporter. Target gene knockdown induced by dCas9-Mxi results in phenotypic changes in Mrn1 activity, quantitatively measured as changes in the expression of the RFP and barcode mRNA. (B) Knockdown of Mrn1 inhibitors results in stronger repression of reporter-barcode expression, whereas knockdown of Mrn1 co-repressors results in increased reporter-barcode expression. (C) Flow cytometry measurement of RFP expression with Mrn1(1–200), or an inactive control protein, tethered to 3`UTR of the ZEM transcription factor, normalized to untargeted YFP. Mrn1(1–200) activity is comparable to activity in (1D). (D) Indirect CiBER-Seq profile of Mrn1. Each point corresponds to one guide RNA. Labels correspond to significant genes with Log2 (change in expression) greater than three or less than zero. (E) Comparison of guide RNA effects on RFP expression with inactive control tether versus additional change in RFP expression with Mrn1(1–200) tethering. (F and G) Flow cytometry measurements of (F) full length Mrn1 activity and (G) Mrn1(1–200) activity with *LSM3* knockdown, relative to an inactive control tether and normalized to RFP. (H) Schematic of Mrn1 regulatory interaction with Lsm1p complex, mediated through Lsm3, and the impact of *LSM3* knock-down.

Prior to gRNA induction, Mrn1 should repress expression of *ZEM*, just as it repressed expression of the fluorescent reporter. Upon gRNA induction, knockdown of genes that promote Mrn1 activity or serve as co-repressors would relieve Mrn1-mediated repression of ZEM and thereby increase expression of the barcoded reporter. Likewise, knockdown of genes that typically inhibit Mrn1 should enhance its repressive effect (Fig 2B). We verified that the repressive effects of Mrn1(1–200) tethered to the *ZEM* 3′ UTR propagated through to affect the downstream reporter transcript and elicited a ~4-fold reduction in expression (Fig 2C). We also verified that this effect was general by tethering Pat1, a protein that activates RNA decapping and deadenylation, to the 3`UTR of the ZEM transcript (S2A–S2C Fig) [23,24].

We carried out CiBER-Seq analysis of Mrn1(1–200) tethering and compared these results with tethering of an inactive control, the Halo-tag protein, in order to identify Mrn1-specific effects (Fig 2D). Mrn1 activity increased upon knockdown of a range of genes involved in cell cycle regulation, cell wall biogenesis, mitochondrial respiration, and glycolysis. These regulatory effects suggest a potential negative feedback loop that decreases Mrn1 activity in certain cell cycle stages and in response to stresses such as the switch to respiration. We also identified CRISPRi targets where genetic perturbations decreased Mrn1 activity, including *LSM3*, *LSM4*, and *LSM5*, three subunits of the heptameric Lsm1 complex involved in cytoplasmic mRNA turnover [25]. *LSM3* knockdown resulted in the strongest and most significant change in Mrn1 activity among the subunits of the Lsm1 complex. Other factors involved in mRNA degradation included the 5’-to-3’ exonuclease *XRN1*, the ATP-dependent RNA helicase *DBP2*, and *EAP1*, which accelerates decapping [26–28].

We selected a handful of genes identified in our CiBER-Seq screen, including *LSM3*, for targeted validation. We performed CRISPRi knockdown, as in the CiBER-Seq screen, and measured changes in the expression of the RFP reporter via flow cytometry rather than barcode sequencing. Knockdown of *LSM3* increased reporter expression 2-fold when Mrn1 was tethered to the ZEM transcript, but had no effect when Halo was tethered, suggesting that the Lsm1 complex, and Lsm3 in particular, may mediate Mrn1 repressive effects. In contrast, knockdown of *ADK1*, *FLO5*, or *CKS1* caused a relative decrease in reporter expression in Mrn1 tethering relative to Halo, principally because Mrn1 tethering blocked the positive effect that arose in the control (Fig 2E). These effects were all CRISPRi-dependent, because no guide appeared to affect reporter expression prior to guide induction (S2D Fig).

In order to further validate the importance of *LSM3* for Mrn1-mediated repression, we inhibited *LSM3* in the context of Mrn1 tethered directly to a fluorescent reporter transcript. Knock-down of *LSM3* reduced the repressive effects of full-length Mrn1 (Fig 2F) as well as the intrinsically disordered N-terminal Mrn1(1–200) (Fig 2G), confirming that Lsm3 activity is an integral part of the Mrn1 mechanism of mRNA turnover (Fig 2H).

### Mrn1 regulates cell wall biogenesis and organization transcripts

Mrn1 associates with over 300 mRNAs, and dozens of these Mrn1 targets encode proteins that localize to the cell wall, plasma membrane, or extracellular matrix [5]. We performed gene ontology (GO) term enrichment analysis on the list of Mrn1 targets to gain a more complete picture of the processes it regulates. This analysis revealed that, in addition to cell wall homeostasis, Mrn1 targets were also enriched in functional annotations related to transmembrane transport, including glucose import, and cyclin-dependent kinase activity (Fig 3A).

To further explore the impact of Mrn1-mediated regulation on gene expression, we carried out RNA sequencing in wild-type and *mrn1Δ* cells. 

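The RNA-seq data comprise 12 libraries in 4 groups of 3 replicates, and the comparison here uses the 6 libraries from fermentative growth. BY4741 is a haploid laboratory strain of budding yeast, and *mrn1Δ* is the same strain with *MRN1* replaced by a selection cassette. Ribosomal RNA was depleted, cDNA was sequenced in single-end reads, and the authors deposited an estimated count and a TPM value for each coding sequence in each library, of which 5911 could be matched to the R64 reference by systematic name and 6 could not. The column names are those of the kallisto quantification program, but the paper's text does not name the counting tool, the genome build or the strand setting. Estimated counts need not be whole, because a read that matches several similar genes is divided among them. In these tables 623 coding sequences had a count that was not whole in at least 1 library, and such genes are described here as sharing reads with similar genes. The counts were rounded to whole numbers before testing. Library totals in fermentative growth ranged from 16231559 to 26542199 counts in wild-type, with a median of 25752891, and from 20018550 to 24214977 in *mrn1Δ*, with a median of 21933955. At the smallest and largest of these totals, 3 counts correspond to 0.185 and 0.113 CPM (counts scaled to a library total of 1000000), and this floor covers counting error only. Libraries were scaled by edgeR's TMM normalization, genes with too few counts were removed by edgeR's expression filter, and the 5785 remaining genes were tested between genotypes with edgeR's quasi-likelihood test on these 6 libraries alone. Adjusted p-values were computed by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called higher or lower. Counts of the same depth were simulated with 200 changed genes among 5796. The test recovered 99.5% of the changed genes, and 3.86% of its calls were genes that had not been changed. The simulated changes were larger than the medians of the gene lists compared between genotypes here. They were planted in well-counted genes with a single setting for the spread between replicates, so recovery of smaller changes is not shown. Levels of single genes are given in CPM after TMM normalization over all 12 libraries.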

Because Mrn1 destabilizes its target mRNAs, we expected that *mrn1Δ* would exhibit an upregulation of these transcripts. We grew triplicate cultures of *mrn1Δ* and wild-type yeast in rich, glucose-replete media, harvested exponentially-growing cells, and performed RNA-seq. Indeed, we found significantly higher levels of over 50 RNAs in *mrn1Δ* cells that were previously identified as Mrn1 targets [5], including over a dozen involved in cell wall homeostasis (Fig 3B). 

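*MRN1* (YPL184C) lies on chromosome XVI of the R64 reference genome, from 195950 to 197788 on the minus strand, between *UIP4* and *RTC6*. Its level was 121 ± 19.8 normalized CPM (SD, n = 3) in wild-type and 0.321 ± 0.292 (SD, n = 3) in *mrn1Δ*, where each library held between 2 and 15 counts on the gene. The log2 fold change was -8.46 (standard error 0.31, adjusted p = 6.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across all genes, 34 were higher and 19 were lower in *mrn1Δ*, which is 0.9% of the genes tested, and 878 genes had an unadjusted p under 0.05. All 53 called genes had non-overlapping values in the genotypes, as did 21.6% of the tested genes, where chance alone gives 10% for 3 libraries against 3. DESeq2 called 151 genes higher and 54 lower, among them all 34 and all 19, and all 12 libraries in one fit gave 132 higher and 60 lower. Same-numbered wild-type and *mrn1Δ* libraries deviated from their group means with an average correlation of 0.162 across genes, and with the replicate number as a block 49 genes were higher and 22 were lower. With each library left out in turn, between 13 and 63 genes were higher and between 6 and 27 were lower.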

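The binding scores of the earlier study were not used here, so targets were taken as the 52 genes labelled as bound by Mrn1 in Fig 3D or Fig 3E, which the authors selected from these same data. Of these, 51 had a positive log2 fold change in *mrn1Δ*, with a median of 0.49 over the list. Adjusted over all 5785 tested genes, 22 were higher and 0 were lower (edgeR's quasi-likelihood test), and 24 were higher at an adjusted p under 0.08. DESeq2 called 45 of the 52 genes higher. Adjusted over the list alone, 47 were higher, although a list drawn from the paper's own calls on these data does not show stability. The block on replicate number gave 26 genes higher, where same-numbered libraries of the genotypes correlated at 0.162 in their deviations. Leaving out each library in turn gave between 9 and 29. Among cell wall genes, *PRY1* rose by a log2 fold change of 1.33 (standard error 0.10, adjusted p = 2.8e-04), *SCW11* by 0.91 (standard error 0.11, adjusted p = 0.0071), *EXG1* by 0.79 (standard error 0.09, adjusted p = 0.0035) and *BGL2* by 0.76 (standard error 0.09, adjusted p = 0.0035), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *PIR1*, which shares reads with similar genes, rose by 0.74 (standard error 0.10, adjusted p = 0.0115 from edgeR's quasi-likelihood test). *ECM33* had a log2 fold change of 0.72 with a standard error of 0.15, and its adjusted p of 0.0956 from edgeR's quasi-likelihood test did not pass the threshold. The paper expected higher levels of these transcripts in *mrn1Δ* because Mrn1 destabilizes its target mRNAs.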

The upregulated transcripts encode proteins involved in 1,3-β-glucan synthesis and regulation as well as mannoproteins, GPI-anchored proteins, chitin synthases and plasma membrane proteins that regulate the cell wall (Fig 3C). 

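Of the genes drawn in Fig 3C, 27 could be matched by name, and 25 of them had a positive log2 fold change in *mrn1Δ*, between -0.26 and 1.82 over the list with a median of 0.49. Adjusted over all tested genes, 8 were higher and 0 were lower, and 22 had a positive change with an unadjusted p under 0.05. Adjusted over the 27 genes alone, 22 were higher and 1 was lower, in a list that the paper chose from these data. DESeq2 called 21 of the genes higher, and the fits that each left out one library called between 4 and 16. With the block on replicate number the count was 12, at an average correlation of same-numbered libraries of 0.162. The β-1,3-glucan synthase subunit *GSC2*, which shares reads with a similar gene, had a log2 fold change of 0.99 (standard error 0.09, adjusted p = 8.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glucanosyltransferases *GAS1* and *GAS5* had log2 fold changes of 0.46 and 0.49, with an adjusted p of 0.0948 for each from edgeR's quasi-likelihood test. *HPF1*, a mannoprotein gene that shares reads with similar genes, had a log2 fold change of 0.76 with a standard error of 0.21 and an adjusted p of 0.176 from the same edgeR quasi-likelihood test. The mannoprotein gene *HSP150*, which also shares reads, fell by 0.26 on the log2 scale with an adjusted p of 0.276 from edgeR's quasi-likelihood test.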

In fact, gene ontology enrichment analysis indicated that over 30 of the mRNAs upregulated in *mrn1Δ* are classified under fungal-type cell wall organization, a significant over-representation of this annotation (*q* = 0.04, hypergeometric test). 

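Gene Ontology annotations were taken from the R64 reference annotation, in which 92.4% of the coding sequences have at least 1 term with experimental evidence. Among the 5785 tested genes, 69 were annotated to fungal-type cell wall organization itself. Of the 34 genes higher in *mrn1Δ*, 3 carried this annotation, where 0.406 would be expected by chance (one-sided Fisher's exact test, p = 0.00746). Of the 151 genes higher in DESeq2, 11 were annotated (one-sided Fisher's exact test, p = 1.3e-06). With the replicate number as a block, for libraries that correlated at 0.162 by number, 5 of 49 higher genes were annotated (one-sided Fisher's exact test, p = 2.6e-04). The fits that each left out one library gave between 1 and 8 annotated genes, with p between 6.2e-07 and 0.164 from the same exact test. A broader definition, chosen after the data were seen, counted 183 tested genes with any term whose name contains cell wall. By that definition 9 of the 34 higher genes were annotated, where 1.08 would be expected (one-sided Fisher's exact test, p = 6.9e-07), and with DESeq2 27 of its 151 higher genes (p = 8.9e-14 from the same exact test).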

Although cell wall regulatory RNAs were most numerous among those that were upregulated in *mrn1Δ*, we noted that the individual RNAs showing the strongest expression changes were involved in mitochondrial organization and biosynthesis, including *NCA3*, *OAC1*, *BAT1*, and *DIC1*. 

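*NCA3* (YJL116C) lies on chromosome X of R64 from 193860 to 194873, on the minus strand. Its level was 52.6 ± 3.29 normalized CPM (SD, n = 3) in wild-type and 185 ± 1.98 (SD, n = 3) in *mrn1Δ*, a 3.53-fold increase. The log2 fold change of 1.82 (standard error 0.07, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed between 1.78 and 1.86 when each library was left out. *OAC1* (YKL120W), which encodes a mitochondrial oxaloacetate carrier, fell from 67.9 ± 2.67 to 17.3 ± 0.109 normalized CPM (SD, n = 3 each), a log2 fold change of -1.97 (standard error 0.07, adjusted p = 1.2e-06, edgeR quasi-likelihood test). *BAT1* (YHR208W), which encodes the mitochondrial branched-chain aminotransferase, fell from 356 ± 30.8 to 130 ± 7.16 (SD, n = 3 each), a log2 fold change of -1.45 (standard error 0.08, adjusted p = 2.1e-05, edgeR quasi-likelihood test). *DIC1* (YLR348C), a mitochondrial dicarboxylate carrier gene, fell from 121 ± 36.6 to 32.7 ± 1.84 (SD, n = 3 each), a log2 fold change of -1.89 (standard error 0.20, adjusted p = 0.0044, edgeR quasi-likelihood test). Its wild-type libraries ranged from 98.9 to 164 normalized CPM, and its highest adjusted p over the leave-one-out fits was 0.0459 from edgeR's quasi-likelihood test. Larger falls than that of *OAC1* were measured for *MRN1*, for *LEU1* (log2 fold change -2.30) and for *VAM10* (log2 fold change -2.34). The *VAM10* estimate has a standard error of 0.43 and an adjusted p of 0.0475 from edgeR's quasi-likelihood test, and this gene shares reads with other genes. Its adjusted p stayed under 0.05 in 1 of the 6 edgeR quasi-likelihood fits that left out one library and reached 0.214, on 5 to 73 counts per library.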

Notably, the *NCA3* paralog *UTH1* was also upregulated. This gene encodes a protein showing dual localization to the cell wall and the mitochondrial membrane [13] whose deletion leads to a more robust cell wall [16]. 

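*UTH1* (YKR042W, chromosome XI of R64 from 519527 to 520624) had 1134 ± 188 normalized CPM (SD, n = 3) in wild-type and 1921 ± 72.0 (SD, n = 3) in *mrn1Δ* during fermentative growth. The log2 fold change was 0.77 (standard error 0.11, adjusted p = 0.0128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 *mrn1Δ* libraries were above all 3 wild-type libraries. The adjusted p rose as high as 0.101 when single libraries were left out, and it stayed under 0.05 in 3 of the 6 edgeR quasi-likelihood fits. Under a block on replicate number the adjusted p was 0.0038 in the same edgeR test, within a range of 6.3e-09 to 0.101 over all alternatives.

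**Figure D1:**
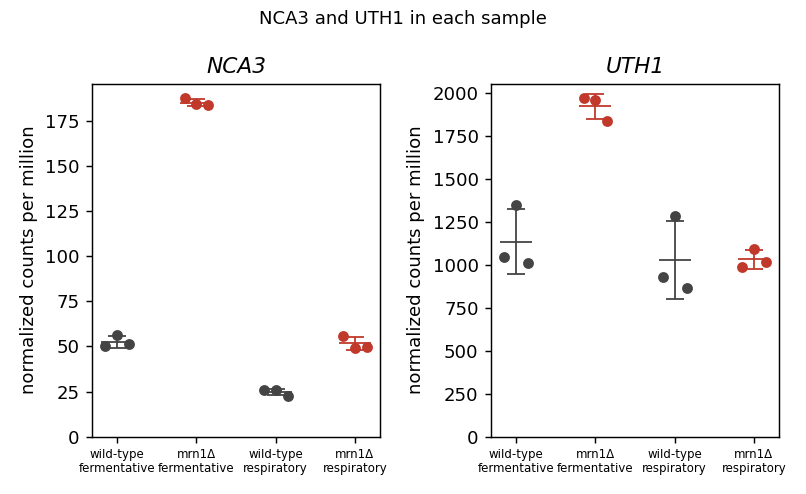
Normalized CPM (vertical axes) of *NCA3* and *UTH1* in each library, by genotype and growth condition. Points are single libraries, and lines give the mean and SD of 3 libraries. *NCA3* lies near 185 in *mrn1Δ* during fermentative growth and near 52.6 in wild-type, while the respiratory values of *UTH1* overlap between genotypes.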

More broadly, the expression changes seen in *mrn1Δ* suggests that Mrn1 links these two organelles.

**Fig 3:**
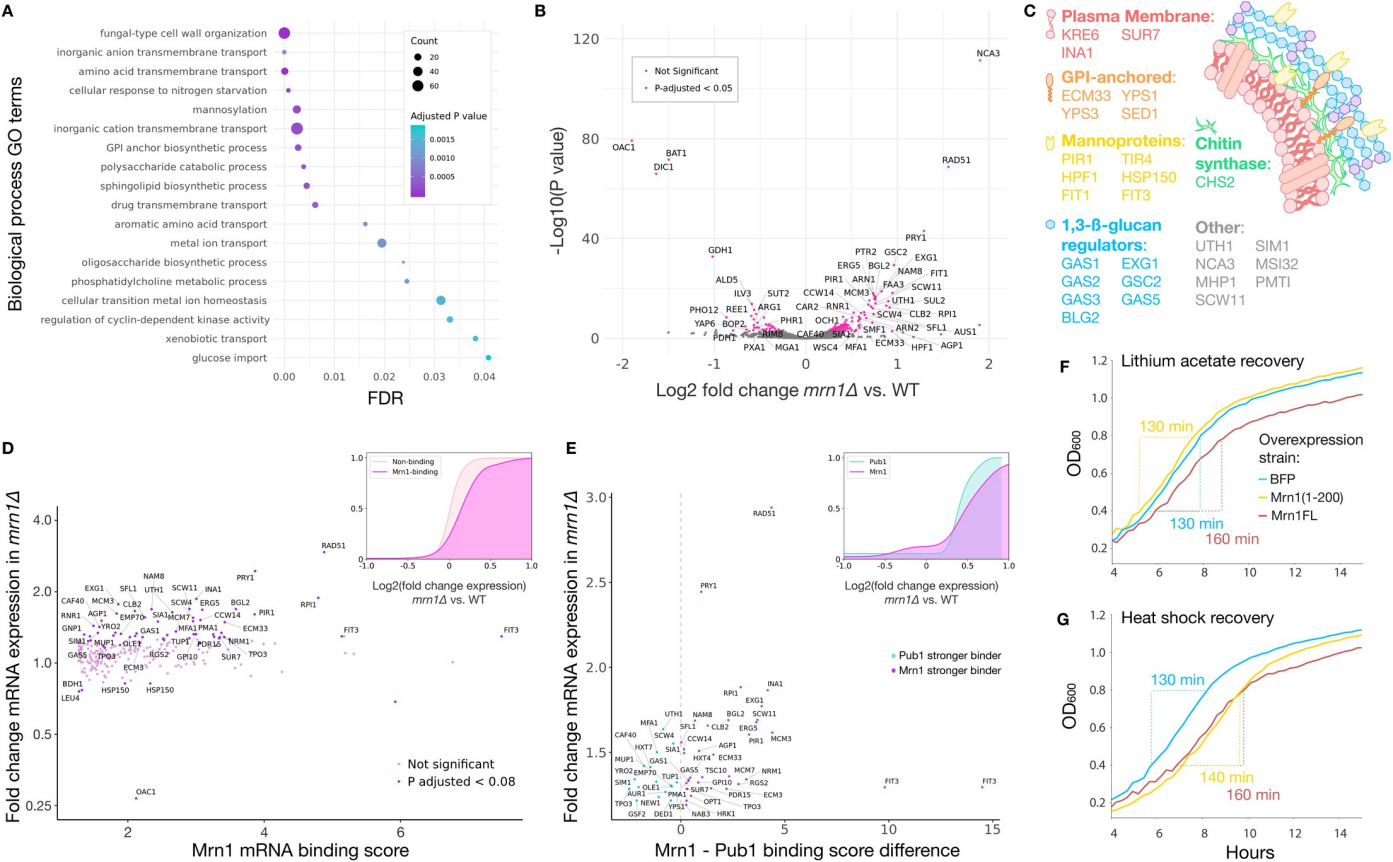
Mrn1 regulates turnover of cell wall organization and biogenesis RNAs. (A) Biological process GO terms enriched in mRNAs bound by Mrn1. (B) Comparison of the transcriptome in *mrn1Δ* versus wild-type yeast during fermentative growth (n = 3). Labels correspond to significant genes with Log2 (change in expression) greater than 0.5 or less than -0.5. (C) Schematic of cell wall organization and biogenesis genes upregulated in *mrn1Δ*. (D) Comparison of Mrn1 binding with expression difference in *mrn1Δ*. (inset) Cumulative distribution of expression differences in *mrn1Δ* yeast, stratified by Mrn1 binding status. (E) Comparison of RBP mRNA binding score with expression difference in *mrn1Δ* [5]. (inset) Cumulative distribution of expression differences in *mrn1Δ* yeast, stratified by Pub1 and Mrn1 binding. (F and G) Growth of strains over-expressing BFP, Mrn1, or Mrn1(1–200) after (F) lithium acetate stress and (G) heat shock stress. Time is reported for hours of growth after stress, (n = 3, one representative sample per strain is depicted).

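Read by eye, Fig 3B labels 35 genes as higher and 17 as lower in *mrn1Δ*. In the counts analysed here, 34 of the 35 genes had a positive and all 17 a negative log2 fold change. Adjusted over all tested genes by edgeR's quasi-likelihood test, 26 of the 35 were higher and 7 of the 17 were lower, and DESeq2 called 32 and 10. Adjusted over each list alone, the counts were 32 and 15. Both lists come from a figure of these libraries, so these counts show no stability. The paper's legend gives labels to significant genes beyond 0.5 on the log2 scale, but the weakest change in the lower list was -0.33 here. The lists may therefore not match the paper's calls gene by gene. The block on replicate number, at a correlation of 0.162 between same-numbered libraries, gave 30 and 9. The label with a change in the other direction was read as *MFA1*, with a log2 fold change of -0.30 (standard error 0.22, adjusted p = 0.506, edgeR quasi-likelihood test).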

In order to differentiate between direct effects on Mrn1 targets versus indirect effects on downstream mRNAs, we constructed an Mrn1-mRNA binding score and compared this score with the relative change in expression caused by *mrn1Δ*. We derived this binding score from the Mrn1 enrichment reported by Hogan, *et al*. for all transcripts found to have a statistically significant interaction with Mrn1 (Fig 3D). 

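For the 41 genes labelled as higher in Fig 3D, the median log2 fold change in *mrn1Δ* was 0.52, and 40 of the 41 were positive. edgeR's quasi-likelihood test, adjusted over all genes, called 22 of them higher, DESeq2 called 35, and adjustment over the 41 genes alone gave 37. With the replicate number as a block, 25 were higher, where the average correlation of same-numbered libraries was 0.162. The labelled genes were selected by the authors for a change in expression, so their share is not a comparison of bound with unbound transcripts. The distributions over all bound and unbound transcripts were not analysed here, because the binding scores come from another study.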

We found that the RNAs with significant evidence for an interaction with Mrn1 tended to have a larger expression change in *mrn1Δ* (Fig 3D inset), indicating that genetically perturbing *MRN1* broadly results in the upregulation of its target mRNAs. However, we noted that this trend was not universal, and in some cases the change in RNA abundance of Mrn1 targets was quite mild. 

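The log2 fold changes of the 52 bound genes labelled in Fig 3D or Fig 3E were as low as -0.30. *SIM1*, with a log2 fold change of 0.52 (standard error 0.17), and *GAS1*, with 0.46 (standard error 0.10), had adjusted p-values of 0.219 and 0.0948 from edgeR's quasi-likelihood test. Over the alternatives, the adjusted p of *SIM1* ranged from 0.0209 to 0.72 and that of *GAS1* from 7.4e-04 to 0.514.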

Hogan *et al*. noted that Mrn1 had a very similar list of targets as Pub1, a poly(A)-binding protein that is important for the stability and translation of over 500 transcripts [29,30]. In order to investigate whether Pub1 binding mitigated the impact of Mrn1 regulation, we first identified a set of likely target mRNAs that bound Mrn1 and showed higher abundance in *mrn1Δ* relative to wild-type. We then subdivided these transcripts based on whether they bound Mrn1 better than Pub1 or vice versa, based on the difference in their Mrn1 versus Pub1 binding scores. 

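The labelled genes of Fig 3E comprise 33 that bound Mrn1 better and 16 that bound Pub1 better, with *TPO3* left out because it is labelled on both sides. The median log2 fold change in *mrn1Δ* was 0.61 among the Mrn1-stronger genes and 0.44 among the Pub1-stronger genes. Of the 33 Mrn1-stronger genes, 21 lay above the median of the Pub1-stronger genes. The difference between the medians was 0.18, with p = 0.102 from a two-sided permutation test of the Wilcoxon rank sum with 100000 resamples. The p-value was lowest, 0.0164, in the fit without wild-type fermentative replicate 1, and it reached 0.178 in another of the fits that left out one library. The replicate block gave a difference of 0.19 and p = 0.112 in the same permutation test, with same-numbered libraries correlated at 0.162. Genes are not independent replicates, and only the genes labelled in the figure could be assigned to a side. The paper proposes from this comparison that Pub1 competes with Mrn1 for shared targets and protects them from degradation.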

In this analysis, transcripts that bound Pub1 better than Mrn1 tended to have a weaker change in expression in *mrn1Δ*, whereas those that bound Mrn1 better had a stronger change in expression (Wilcoxon rank-sum test, *p* = 0.016) (Fig 3E). This suggests a competitive interaction between Pub1 and Mrn1 in regulating shared targets, whereby those transcripts that are more tightly bound by Pub1 are more protected from Mrn1-mediated degradation. In support of this theory, Hogan *et al*. reported very similar RNA sequence motifs for Mrn1 and Pub1 binding [5].

Finally, since *MRN1* represses transcripts involved in cell wall organization and biogenesis, we reasoned that *MRN1* over-expression would hinder the cell’s recovery from stresses impacting the cell wall. The cell wall integrity pathway is induced in response to prolonged elevated temperatures above 37°C [31], and Mrn1 demonstrated the strongest reduction in RNA-binding out of all proteins in yeast stressed at 42°C for 16 minutes [32]. Lithium acetate, routinely used in yeast transformation, also acts to perturb the cell wall [33]. We subjected strains over-expressing full-length or N-terminal *MRN1*, along with a BFP over-expression control, to two forms of cell wall stress: a 20-minute heat shock at 42°C, and treatment with 100 mM lithium acetate. After lithium acetate stress, cells expressing the N-terminal *MRN1* fragment recovered from stress as rapidly as the BFP control strain and had the same doubling time. However, cells overexpressing full-length *MRN1* were slower to recover and had a longer doubling time post-stress (Fig 3F). Both full-length and N-terminal *MRN1* overexpression strains took longer to resume growth after heat shock than the control, though N-terminal *MRN1* overexpression returned to a nearly normal growth rate (Fig 3G). The effect of overexpressing the N-terminal fragment, which is not expected to bind endogenous target mRNAs, may be explained by the added stress of over-expressing a low-complexity disordered domain, since heat shock triggers protein aggregation and misfolding [34]. Interestingly, *MRN1* overexpression does not have a universal deleterious impact on the cell’s response to cell wall stressors. We subjected the BFP and *MRN1* overexpression strains, as well as *mrn1Δ*, to osmotic stress in 0.6 M NaCl. We discovered that the *MRN1* overexpressing cells recovered more quickly and grew at a faster initial growth rate after high salt stress, whereas *mrn1Δ* exhibited virtually no difference in growth when compared to the BFP overexpression control (S3H Fig). This phenotype is consistent with the observation that Mrn1(1–200) repression is stronger in high salt media. These results also suggest that Mrn1’s role in the cell’s response to cell wall stress is dynamic and depends on the type of stress introduced.

### Mrn1 represses expression of mitochondrial mRNAs during fermentative growth

Mrn1 localizes to cytoplasmic granules in response to glucose starvation [9]. Glucose depletion also de-represses the use of other carbon sources and triggers cellular transition from aerobic fermentation to respiration. Mitochondria play a central role in respiratory growth and they expand and change substantially during the diauxic shift from glucose fermentation to ethanol utilization [35]. Our data show that *MRN1* affects the expression of dozens of genes with mitochondrial functions, and the repressive effect of Mrn1 is weaker during respiratory growth. These results suggested that *MRN1* may play a role in the physiological changes occurring during the diauxic shift. 

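During fermentative growth, 1061 of the tested genes were annotated to mitochondrion in the R64 reference annotation. Of these, 3 were higher and 8 were lower in *mrn1Δ* at an adjusted p under 0.05 by edgeR's quasi-likelihood test. DESeq2 called 31 higher and 13 lower, and the fit with the replicate number as a block, for libraries correlated at 0.162 by number, called 5 higher and 7 lower.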

To test this more directly, we grew *mrn1Δ* and wild-type yeast in fermentable glucose and switched these cultures to non-fermentable media with glycerol and ethanol as the only carbon sources. Interestingly, *mrn1Δ* cultures returned to growth more quickly, entering exponential growth phase almost one full doubling-time sooner than wild-type cells (Fig 4A).

**Fig 4:**
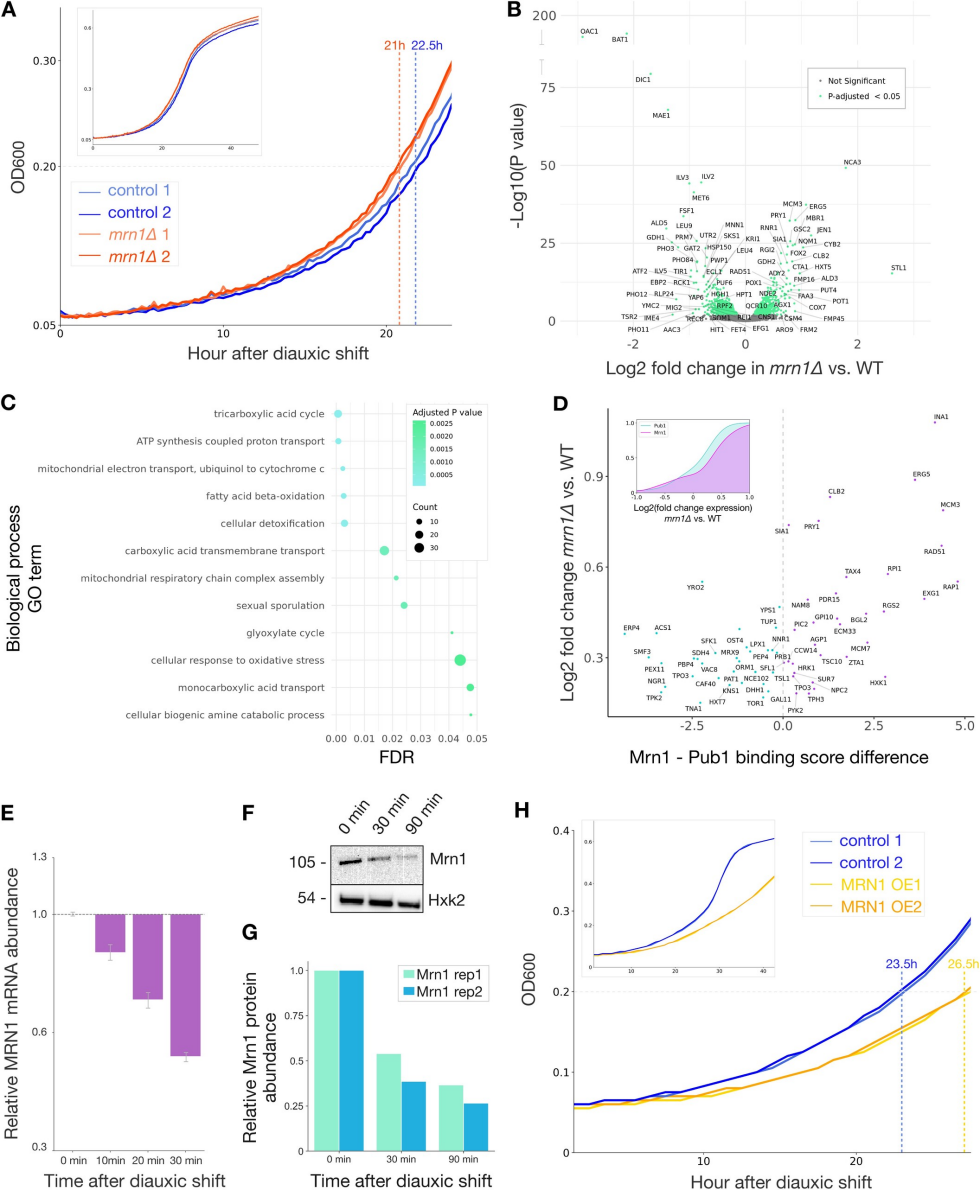
Mrn1 represses mitochondrial adaptation to respiration during fermentative growth. (A) Growth of *mrn1Δ* and wild-type yeast after the switch from fermentative to respiratory growth indicates a faster adaptation to non-fermentable media in *mrn1Δ* cells (n = 3, two representative replicates per strain depicted in growth curve). (B) Comparison of the transcriptome in *mrn1Δ* versus wild-type yeast 20 minutes after shift to non-fermentable media (n = 3). Labels correspond to significant genes with Log2 (change in expression) greater than 0.6 or less than -0.6. (C) Gene ontology analysis of mRNAs upregulated in *mrn1Δ* versus wild-type during respiratory growth. (D) Comparison of RBP mRNA binding score with expression difference in *mrn1Δ* during respiratory growth [5]. (inset) Cumulative distribution of expression differences in *mrn1Δ* yeast during respiratory growth, stratified by Pub1 and Mrn1 binding. (E) RT-qPCR measurement of *MRN1* expression over a timecourse after changing from glucose to non-fermentable ethanol and glycerol (n = 3). Measurements relative to *MRN1* abundance at zero minutes post-shift. Error bars reflect standard deviation. (F) Immunoblotting of Halo-tagged Mrn1 protein and Hxk2 control protein over a timecourse after changing from glucose to non-fermentable ethanol and glycerol (n = 2). (G) Quantification of (F). (H) Growth of cells over-expressing Mrn1 after the switch from fermentative to respiratory growth (n = 3, two representative replicates per strain depicted).

The accelerated respiratory shift in *mrn1Δ* cells led us to profile mRNA abundance changes that occur during this metabolic reprogramming process. 

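For the shift, 3 wild-type and 3 *mrn1Δ* cultures were moved from glucose to medium with ethanol and glycerol and harvested after 20 minutes, and the libraries were made and counted as for fermentative growth. Library totals ranged from 18964866 to 22891516 counts in wild-type, with a median of 22246682, and from 19045188 to 25274670 in *mrn1Δ*, with a median of 20542944. The genotypes were compared within these 6 libraries over 5800 tested genes. The shift was tested within each genotype, on 3 fermentative and 3 respiratory libraries. Whether the response differs between genotypes was tested as an interaction over all 12 libraries and 5828 genes. On counts simulated as for fermentative growth, edgeR's quasi-likelihood test recovered 100% of 200 changed genes in the respiratory comparison. There 3.85% of its calls were on unchanged genes. In the interaction it recovered 93%, with 3.12% of calls on unchanged genes. Smaller changes were not simulated here either. *MRN1* measured 85.5 ± 1.72 normalized CPM (SD, n = 3) in wild-type and 0.286 ± 0.180 (SD, n = 3) in *mrn1Δ* after the shift, with 2 to 10 counts per library in *mrn1Δ*. In wild-type, 2238 genes were higher and 2112 lower after the shift, and in *mrn1Δ* 2503 were higher and 2333 lower, all at an adjusted p under 0.05. With the replicate number as a block these counts were 2328 and 2199 in wild-type and 2560 and 2383 in *mrn1Δ*, where same-numbered libraries before and after the shift correlated at 0.238 and 0.234 in their deviations. No alternative moved any of these 4 counts by more than 1.5 times. Between genotypes after the shift, 394 genes were higher and 454 lower in *mrn1Δ*, and 847 of these 848 genes had non-overlapping values, as did 34.7% of the tested genes, against 10% by chance. Upper-quartile normalization moved the balance most, to 260 higher and 577 lower. The block on replicate number gave 470 and 500, although same-numbered wild-type and *mrn1Δ* libraries were uncorrelated after the shift (0.005 on average).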

We hypothesized that by comparing the early changes in transcript abundance during the shift from aerobic fermentation to respiration we would learn the basis for the accelerated recovery of *mrn1Δ* relative to wild-type cells. Indeed, RNA-seq of triplicate wild-type and *mrn1Δ* cultures 20 minutes after a shift from glucose to non-fermentable ethanol and glycerol revealed that over 60 of the transcripts upregulated in *mrn1Δ* were involved in some stage of the mitochondrial response to respiration. 

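Among the 5800 tested genes, 1061 were annotated to mitochondrion in the R64 reference annotation. Of the 394 genes higher in *mrn1Δ* after the shift, 101 carried this annotation, where 72.1 would be expected by chance (one-sided Fisher's exact test, p = 1.1e-04). A further 65 annotated genes were lower in *mrn1Δ*. Upper-quartile normalization lowered the number of annotated higher genes to 65 (one-sided Fisher's exact test, p = 0.0036), and the replicate block raised it to 134 (p = 9.7e-09 from the same exact test), with same-numbered libraries correlated at 0.005. The fits that each left out one library gave between 34 and 135 annotated genes, with p between 8.3e-11 and 0.248 from the exact test. Counting any term whose name contains mitochondri, a definition chosen after the data were seen, gave 114 genes, where 82.9 would be expected (one-sided Fisher's exact test, p = 7.5e-05).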

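In respiratory medium *NCA3* averaged 24.7 normalized CPM in wild-type (22.6 to 25.9 over 3 libraries) and 51.7 ± 3.66 (SD, n = 3) in *mrn1Δ*. The genotypes differed by a log2 fold change of 1.07 (standard error 0.08, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 2.09-fold. Relative to fermentative growth, *NCA3* changed by a log2 fold change of -1.07 (standard error 0.09, adjusted p = 3.5e-06, edgeR quasi-likelihood test) in wild-type, a 2.10-fold fall. The change in *mrn1Δ* was -1.84 (standard error 0.06, adjusted p = 7.9e-10, edgeR quasi-likelihood test), a 3.58-fold fall. Leaving out each library kept these changes between -1.13 and -1.01 in wild-type and between -1.89 and -1.81 in *mrn1Δ*. In the fits with the replicate number as a block, they were -1.07 and -1.84, where same-numbered libraries before and after the shift correlated at 0.238 in wild-type and 0.234 in *mrn1Δ*. The genotypes differed in this response by -0.75 on the log2 scale (standard error 0.10, adjusted p = 0.0026 for the interaction, edgeR quasi-likelihood test). The paper's RT-qPCR gives the opposite order, with the larger difference between genotypes on ethanol and glycerol.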

*NCA3* was again one of the most highly upregulated transcripts in *mrn1Δ* relative to wild-type cells, although in both genotypes it was downregulated around 4-fold relative to fermentative conditions. 

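*STL1* (YDR536W), a gene for a glycerol symporter, measured 25.8 ± 6.56 normalized CPM (SD, n = 3) in wild-type and 104 ± 8.72 (SD, n = 3) in *mrn1Δ* after the shift. The log2 fold change between genotypes was 2.02 (standard error 0.19, adjusted p = 0.0030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 4.05-fold. *JEN1* (YKL217W) rose from 662 ± 94.1 to 1462 ± 117 (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.11, adjusted p = 1.4e-04, edgeR quasi-likelihood test) and a 2.21-fold increase. For *CYB2* (YML054C) the levels were 80.3 ± 10.8 and 154 ± 4.04 (SD, n = 3 each), a log2 fold change of 0.94 (standard error 0.09, adjusted p = 2.0e-04, edgeR quasi-likelihood test), or 1.92-fold. *HXT5* (YHR096C), a hexose transporter gene that shares reads with similar genes, rose from 184 ± 34.5 to 321 ± 24.5 (SD, n = 3 each), a log2 fold change of 0.81 (standard error 0.13, adjusted p = 0.0073, edgeR quasi-likelihood test), or 1.75-fold. During fermentative growth none of these 4 genes passed the threshold between genotypes. Their log2 fold changes ran from -0.18 to -0.03, with adjusted p-values of 0.511 to 0.942 from edgeR's quasi-likelihood test. Tested as an interaction, the genotype effect differed between conditions for *STL1*, *JEN1* and *CYB2*. The difference for *HXT5*, 0.84, did not pass the threshold. It passed in 2 of the 12 fits that each left out one library. All 4 genes were higher after the shift in both genotypes, from 2.47-fold (*STL1*) to 43.2-fold (*JEN1*) in wild-type. Of the 34 genes labelled as higher in Fig 4B, 31 were higher at an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test), 33 in DESeq2 and 33 over the list alone, a list the paper chose from these data. The replicate block called 33 of them, with same-numbered libraries correlated at 0.005.

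**Figure D2:**
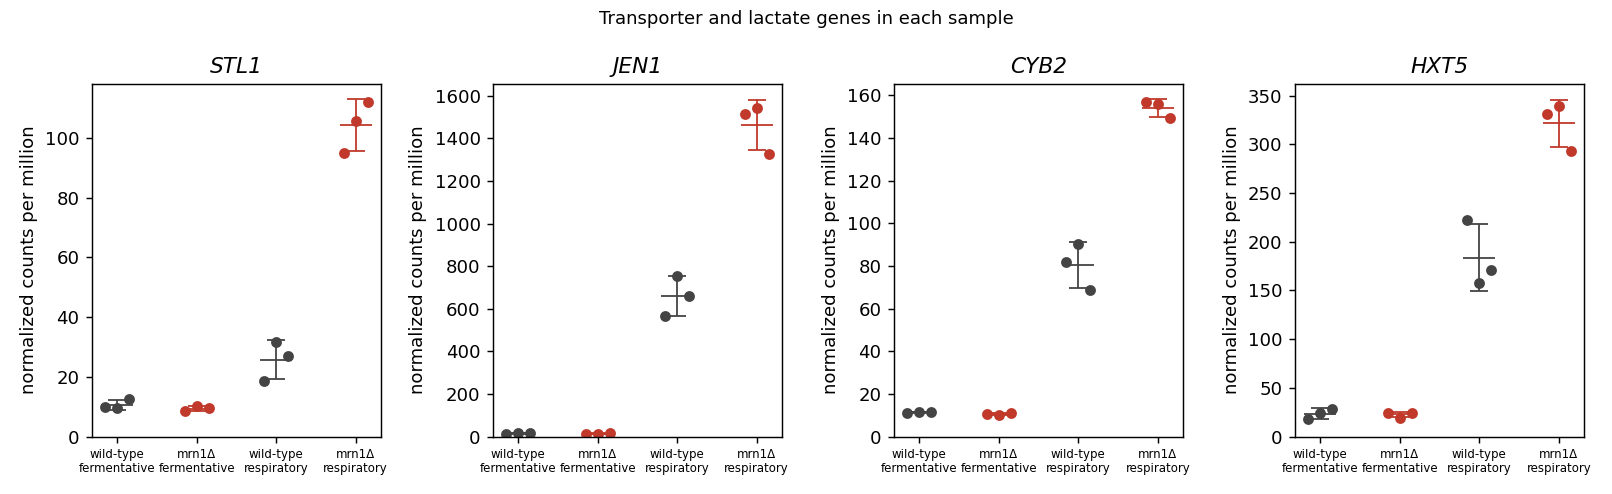
Normalized CPM (vertical axes) of *STL1*, *JEN1*, *CYB2* and *HXT5* in each library, by genotype and growth condition. Points are single libraries, and lines give the mean and SD of 3 libraries. After the shift *STL1* averages 25.8 in wild-type and 104 in *mrn1Δ*, and the fermentative values overlap between genotypes for *STL1*, *JEN1* and *HXT5* but not for *CYB2*.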

Other transcripts upregulated at least 2-fold in *mrn1Δ* relative to wild-type included genes whose expression are typically repressed during growth on glucose, including the glycerol symporter *STL1*, the lactate transporter *JEN1*, the cytochrome *CYB2*, and the hexose transporter *HXT5* (Fig 4B). 

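A list of 70 genes in respiratory pathways was fixed before the data were examined, from the enzymes and complexes that the terms of Fig 4C name. Those terms come from genes that the paper found higher in these same libraries, so the list is not independent of the pattern it is used to measure. It holds 17 genes of the tricarboxylic acid cycle, 23 of the respiratory chain, 14 of the ATP synthase, 5 of the glyoxylate cycle and 11 of beta-oxidation. After the shift, 67 of the 70 had a positive log2 fold change in *mrn1Δ*, with a median of 0.34 and values between -0.19 and 0.84. Adjusted over all genes by edgeR's quasi-likelihood test, 35 were higher and 0 were lower, and adjusted over the list alone, 45 were higher and 1 was lower. The medians were 0.27 for the tricarboxylic acid cycle, 0.44 for the respiratory chain, 0.39 for the ATP synthase, 0.26 for the glyoxylate cycle and 0.55 for beta-oxidation. All 11 beta-oxidation genes and 11 of the respiratory chain genes were called higher, but 4 of the tricarboxylic acid cycle and 2 of the glyoxylate cycle. As a set, the 70 genes gave p = 8.5e-21 in limma's camera test with its preset correlation between genes. The p-value rose to 0.103 with the correlation estimated from the data, which was 0.475. Another of the 4 splits of the 6 libraries that part same-numbered samples gave a preset-correlation p as small. With the replicate number as a block the median was 0.36, camera gave 2.1e-24 and 0.166 under the preset and the estimated correlation, and 49 genes were called higher, while same-numbered libraries correlated at 0.005.

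**Figure D3:**
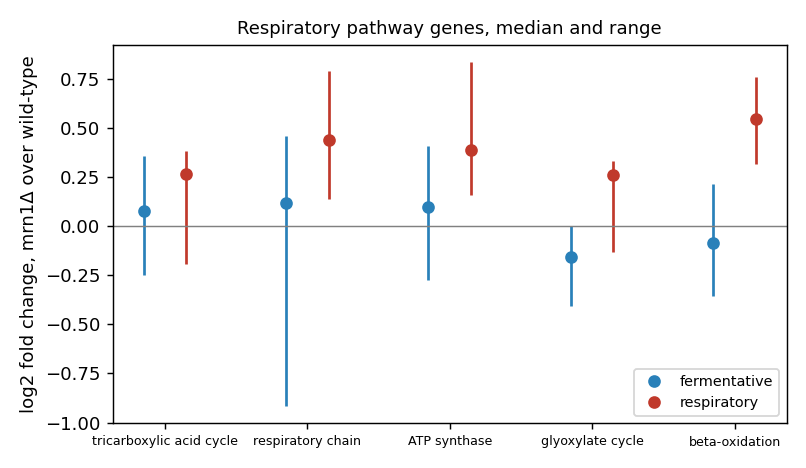
Log2 fold change of *mrn1Δ* over wild-type (vertical axis) for the genes of 5 respiratory pathways (horizontal axis), in fermentative and in respiratory growth. Points are medians over the genes of a pathway, and lines run from the lowest to the highest gene. After the shift the medians lie between 0.26 and 0.55, and before it between -0.16 and 0.12.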

Gene ontology enrichment analysis of the mRNAs upregulated in *mrn1Δ* relative to wild-type identified significant terms linked to respiration, including the tricarboxylic acid cycle, the mitochondrial electron transport chain, and the glyoxylate cycle, among others (Fig 4C). 

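During fermentative growth, the same 70 respiratory pathway genes had a median log2 fold change of 0.07 in *mrn1Δ*, with 44 positive and 26 negative. At an adjusted p under 0.05 over all genes, 0 of the 70 were higher by edgeR's quasi-likelihood test, while 16 were higher at an unadjusted p under 0.05. Adjustment over the list alone also gave 0 in that test. DESeq2 called 3 higher and 1 lower over all genes, and 9 and 2 over the list. The replicate block, at a correlation of 0.162 between same-numbered libraries, called 0 higher and 1 lower over all genes, and 7 and 2 over the list. In limma's camera test the set gave p = 0.0369 with the preset correlation between genes and 0.347 with the estimated one. The block gave 0.0232 and 0.291, at that correlation of 0.162, and the fit over all 12 libraries gave 0.196 with the preset correlation. Another of the 4 splits of the libraries that part same-numbered samples gave as small a p-value. Tested as an interaction, the median difference between the genotype effects after and before the shift was 0.32, with camera p-values of 6.0e-16 and 0.0663 under the preset and the estimated correlation. Of the 32 exchanges of genotype within same-numbered pairs, 9 gave a preset-correlation p as small, the actual labels and 6 that keep or reverse all respiratory genotypes included. The paper states that its analysis indicates suppression of these genes by Mrn1 during fermentative growth and in the early stages of diauxic shift.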

Our analysis indicates that Mrn1 suppresses expression of these genes during fermentative growth and in the early stages of diauxic shift. One possibility is that Mrn1 restrains mitochondrial size in a manner that is beneficial for fermentative growth but slows the adaptation to respiration.

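The labelled genes of Fig 4D comprise 30 that bound Mrn1 better and 29 tested genes that bound Pub1 better. After the shift, the median log2 fold change in *mrn1Δ* was 0.42 among the Mrn1-stronger genes, between 0.18 and 1.06, and 0.28 among the Pub1-stronger genes, between 0.16 and 0.59. The difference of 0.14 had p = 6.1e-04 in a two-sided permutation test of the Wilcoxon rank sum with 100000 resamples, and 22 of the 30 Mrn1-stronger genes lay above the Pub1-stronger median. Across the fits that each left out one library, the p-value of this permutation test stayed between 2.4e-04 and 0.0027. The replicate block gave a difference of 0.14 and p = 6.7e-04 in the same permutation test, with same-numbered libraries correlated at 0.005. The labels come from a figure drawn from these same libraries, and every tested gene among them had a positive value. A stable p-value over these fits is therefore not independent evidence. Genes are not independent replicates, and only the genes labelled in the figure could be assigned to a side. Whether the difference between the groups of genes is larger than during fermentation was not tested, because Fig 3E and Fig 4D label different genes.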

We noted the correlation between mRNAs that were more highly upregulated in *mrn1Δ* and those that preferentially bind Mrn1 over Pub1 was stronger after the shift to non-fermentable carbon sources than during fermentation (Fig 4D) (Wilcoxon rank-sum test, *p* = 7.5e-4). This may indicate competition for mRNA targets between Mrn1 and Pub1 serves as an initial point of triage for transcripts destined to be turned over or stored in stress granules during the early stages of diauxic shift [36].

We also quantified the expression of *MRN1* itself during the shift to respiratory growth. Levels of endogenous *MRN1* mRNA declined by roughly 50% over the 30-minute period following a shift from glucose to a non-fermentable carbon source (Fig 4E). In order to track how this transcript change affected Mrn1 protein, we introduced a Halo-tag into the endogenous *MRN1* locus and monitoring its abundance by immunoblotting (Fig 4F). The level of Mrn1 protein decreased by roughly 50% in 30 minutes following a shift to respiratory growth, similar to the reduction we saw in mRNA levels, and after 90 minutes it had decreased to about 30% of fermentative levels (Fig 4F). These results indicate that, as soon as diauxic shift begins, the cell represses Mrn1 expression, relieving the downregulation of mitochondrial gene expression.

Since *MRN1* overexpression interfered with cell wall stress responses, we were curious whether it would likewise interfere with cell growth during the shift to respiration. We switched wild-type and *MRN1* overexpression yeast from dextrose to a non-fermentable carbon source and monitored cell growth. We noticed that, after an extended lag phase, wild-type yeast resumed growth sooner than those overexpressing *MRN1* and maintained a faster rate of growth throughout the entire experiment (Fig 4H). We hypothesize that this growth phenotype again stems from the enhanced turnover of Mrn1 targets in the overexpression strain, which interferes with proper adaptation to respiratory growth.

To learn more about Mrn1 co-regulators, we investigated the proteins that interact with Mrn1 in normal and low glucose conditions. We inserted a Halo tag with a TEV-cleavable linker into the endogenous *MRN1* gene. As a control, we integrated mCherry with the same tag in a safe locus in the genome [37] (S4G and S4H Fig). We captured in vivo interaction patterns for these proteins by ex vivo crosslinking in lysates prepared by cryogenic pulverization followed by covalent capture of each query protein through the Halo fusion, along with crosslinked interactors. After stringent washing of these covalently coupled complexes, we eluted proteins by TEV cleavage and analyzed the captured interactors by quantitative mass spectrometry. We found a strong quantitative correlation (*r* = 0.75) between the Mrn1-to-mCherry peptide abundance ratios in lysates prepared from cells in rich or low-glucose media, arguing that our strategy to survey Mrn1 interactions was robust (S4I Fig). Gene ontology enrichment analysis of these interacting proteins identified biological processes including gluconeogenesis and glycolysis, translation termination, redox homeostasis, and protein folding (S4J Fig). Enriched cellular component terms include cytoplasmic stress granules, consistent with the known localization of Mrn1, as well as the polysome and the translation preinitiation complex, which enter cytoplasmic granules during glucose deprivation (S1 Table).

The Mrn1-interacting proteins we identified support connections between Mrn1 and the mitochondrion as well as the cell wall (S4I Fig and S1 Table). Indeed, Mrn1 crosslinked with several cell wall regulatory proteins that also have some link to the mitochondria (S1 Table, bold). For example, Pir1 is required for cell wall stability and also mediates mitochondrial translocation of Apn1, which is involved in maintaining mitochondrial genome integrity [38]. Ecm33 is involved in efficient glucose uptake and a phosphorylated form localizes to the mitochondria [35]. And finally, Zeo1 is a plasma membrane protein that regulates the cell wall integrity pathway and resides in a phosphorylated form in the mitochondria [39]. Several of the proteins most enriched for Mrn1 interaction, including Pir1, Ecm33, and other cell-wall-regulatory proteins, are encoded by mRNAs that are targeted by Mrn1 as well (S4K Fig). Together with our RNA-seq data, these findings support the hypothesis that Mrn1 coordinates the physically distinct cell wall and the mitochondria.

We also compared the genetic and physical interactions of Mrn1. In lysates from cells growing by respiration, Lsm1 was enriched over 2-fold in the Mrn1 co-purification relative to the mCherry control, although we did not detect any physical interactions between Lsm1-7 subunits and Mrn1 in fermentative cell lysate (S4L and S4M Fig). Greater interaction with Lsm1-7 in respiratory growth may be due in part to Mrn1 localization to P-bodies during glucose deprivation, as Lsm1 is a major coordinator of P-body formation [40,41].

### Mrn1 and its key target *NCA3* modulate mitochondrial size and function

Oxidative phosphorylation uses the electrochemical gradient across the inner mitochondrial membrane to drive ATP synthesis by the multi-subunit F1-F₀ ATP synthase. Expression of mitochondrially-encoded subunits of the ATP synthase complex, Atp6p and Atp8p, is affected by *NCA3*, one of the most prominent Mrn1 target transcripts [13]. *NCA3* is a member of the SUN family of genes (*SIM1*, *UTH1*, *NCA3* and *SUN4)*, which are involved in diverse cellular processes, including the remodeling of the cell wall during various stages of growth and stress [42]. 

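The 4 SUN family genes changed unequally in *mrn1Δ* during fermentative growth. Besides *NCA3* and *UTH1*, *SIM1* (YIL123W) measured 368 ± 98.7 and 524 ± 34.1 normalized CPM (SD, n = 3 each) in wild-type and *mrn1Δ*, and *SUN4* (YNL066W) measured 318 ± 46.7 and 375 ± 14.5 (SD, n = 3 each). Their log2 fold changes of 0.52 (standard error 0.17, adjusted p = 0.219) and 0.24 (standard error 0.10, adjusted p = 0.313) did not pass the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After the shift, the log2 fold changes of *UTH1*, *SIM1* and *SUN4* were 0.01, -0.01 and -0.17. Their adjusted p-values were 0.973, 0.982 and 0.0665 from edgeR's quasi-likelihood test. The difference between the genotype effects of *UTH1* after and before the shift, -0.75, did not pass the threshold as an interaction. It passed in 2 of the 12 fits that each left out one library. With the replicate number as a block the value for *SIM1* was 0.004, where same-numbered libraries correlated at 0.005.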

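Ranked by log2 fold change among the genes called higher in *mrn1Δ* by edgeR's quasi-likelihood test, *NCA3* was at rank 1 in fermentative growth and at rank 4 in respiratory growth. After the shift it followed YBR219C, *STL1* and *JEN1*. YBR219C had a log2 fold change of 2.10 with a standard error of 0.58 and an adjusted p of 0.0372 from edgeR's quasi-likelihood test, and it shares reads with other genes. Its adjusted p stayed under 0.05 in 1 of the 6 edgeR quasi-likelihood fits that left out one library and reached 0.174, on 3 to 27 counts per library. *INA1* (YLR413W) came just after *NCA3* in respiratory growth, with a log2 fold change of 1.06 (standard error 0.08, adjusted p = 2.1e-05), and had 0.98 (standard error 0.13, adjusted p = 0.0077) in fermentative growth, both from edgeR's quasi-likelihood test. The rank of *NCA3* after the shift was 5 with the replicate number as a block, for libraries correlated at 0.005 by number, and between 3 and 6 over the fits that each left out one library. In fermentative growth *NCA3* stayed at rank 1 in every alternative except without wild-type fermentative replicate 2, where it was at rank 2.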

We found *NCA3* to be the most-highly upregulated transcript in fermentative conditions and the second mostly-highly upregulated transcript in respiratory conditions in *mrn1Δ* relative to wild-type cells (Figs 3B and 4B). We confirmed by RT-qPCR that *NCA3* is upregulated in *mrn1Δ* cells by approximately 2-fold during growth on glucose and 3-fold during growth on ethanol and glycerol, which closely matches the expression differences that we observed by RNA-seq, and conclude that Mrn1 activity strongly downregulates *NCA3* expression (Fig 5A).

**Fig 5:**
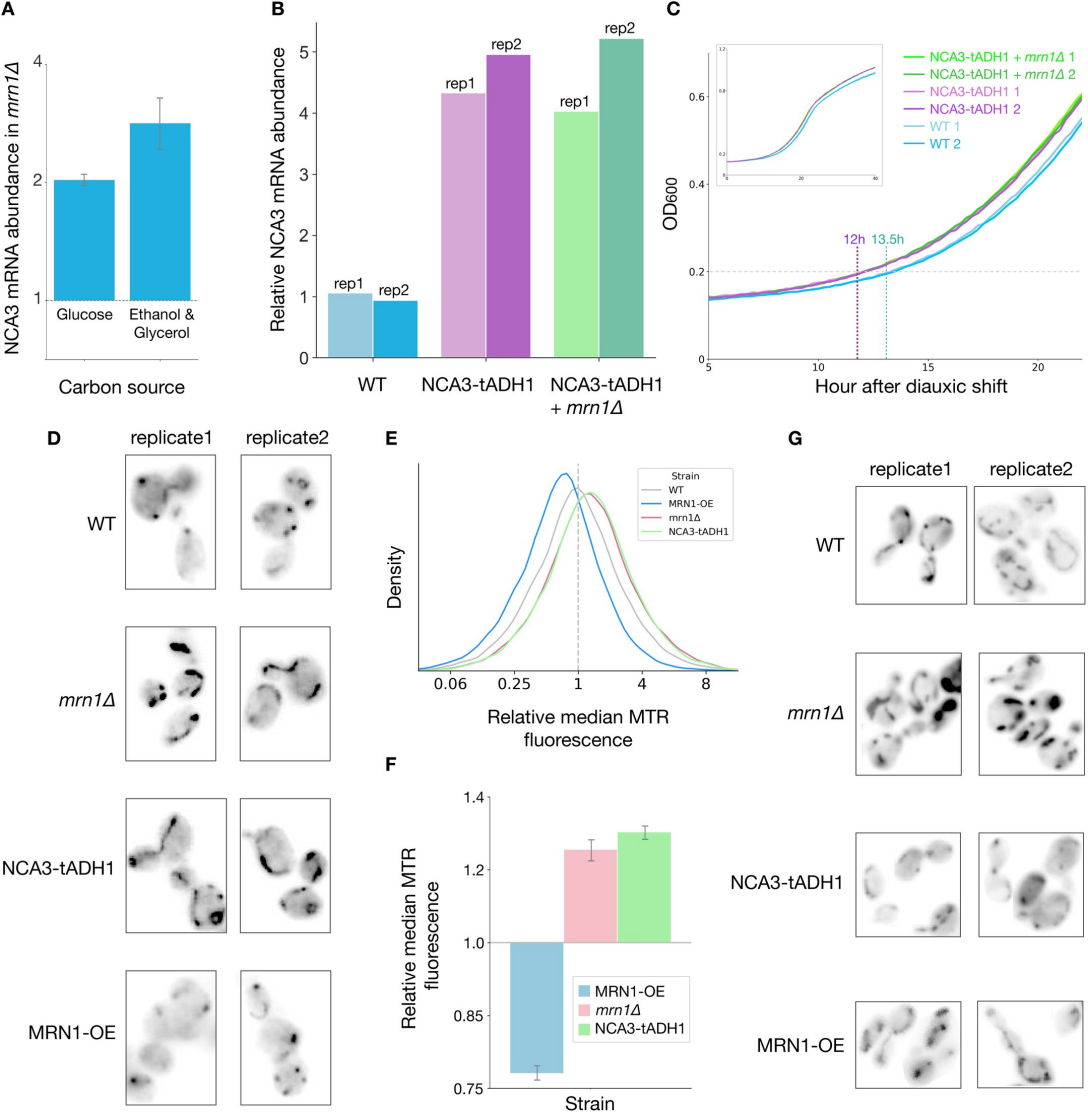
Mrn1 regulates mitochondrial expansion through control of *NCA3*. (A) RT-qPCR analysis of *NCA3* expression in *mrn1Δ* relative to wild-type cells. Error bars reflect standard deviation (n = 3). (B) As in (A), with replacement of the 3`UTR of endogenous *NCA3* with that of *ADH1* with wild-type *MRN1* (*NCA3-tADH1)* and with *mrn1Δ* (*NCA3-tADH1+ mrn1Δ*) (n = 2). (C) Growth of *NCA3-tADH1*, *NCA3-tADH1+ mrn1Δ* and wild-type cells after diauxic shift (n = 3, two representative replicates per strain depicted). (D) Visualization of mitochondria, stained by mitoTracker Red (MTR), in yeast undergoing fermentative growth. (E) Flow cytometric analysis of MTR fluorescence as a measure of mitochondrial abundance. (F) Quantification of median MTR fluorescence in (E), Error bars reflect standard deviation (n = 2). (G) As in (D) for yeast undergoing respiratory growth.

While Hogan *et al*. identified *SIM1*, *UTH1*, and *SUN4* as targets of Mrn1, *NCA3* was not included in the study, and so it is unclear whether Mrn1 regulates *NCA3* directly. We noted, however, that the 3′ untranslated region (UTR) of *NCA3* contains three sites that match the Mrn1-binding motif [5], so it is quite plausible that Mrn1 binds *NCA3* as well. We replaced the 3′ UTR of the endogenous *NCA3* locus with that of *ADH1*, a widely-used, stabilizing 3′ UTR which contains no binding sites for Mrn1 and does not substantially change expression in our RNA-seq analysis of *mrn1Δ* yeast. 

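*ADH1* (YOL086C) measured 11086 ± 1391 normalized CPM (SD, n = 3) in wild-type and 9240 ± 327 (SD, n = 3) in *mrn1Δ* during fermentative growth. The log2 fold change was -0.26 (standard error 0.10, adjusted p = 0.267 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p stayed between 0.148 and 0.726 over the alternatives. After the shift to respiratory medium the log2 fold change was -0.21 (standard error 0.09, adjusted p = 0.158, edgeR quasi-likelihood test).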

The abundance of *NCA3-tADH1* was substantially higher than wild-type *NCA3* mRNA (Fig 5B), consistent with Mrn1-mediated down-regulation of *NCA3*, and furthermore, deletion of *MRN1* in *NCA3-tADH1* (*NCA3-tADH1* + *mrn1Δ*) resulted in no additional upregulation of *NCA3*. These results support a model wherein Mrn1 directly binds the 3′ UTR of *NCA3* and promotes its degradation, although we cannot exclude the possibility that 3′ UTR replacement interferes with the binding of other proteins that negatively regulate *NCA3* expression alongside Mrn1.

Since *NCA3-tADH1* should eliminate direct regulation of *NCA3* by Mrn1, we were curious whether this UTR substitution was sufficient to recapitulate the phenotypes we observed in *mrn1Δ*. Indeed, we noted that *NCA3-tADH1* resumed growth more quickly than WT after transfer to a non-fermentable carbon source (Fig 5C). Furthermore, the *NCA3-tADH1 mrn1Δ* double mutant also recovered more quickly and grew at a similar rate to *NCA3-tADH1*, indicating that the accelerated recovery seen in *mrn1Δ* can be explained by the dysregulated expression of *NCA3*. *NCA3-tADH1* + *mrn1Δ* also grew more quickly than WT or *NCA3-tADH1* in the control cultures upon back-dilute into glucose-replete media (S5A and S5B Fig), which may indicate there is an initial fermentative growth advantage conferred by the upregulation of mitochondria and other cell wall proteins in the double mutant.

The mitochondrial proteome comprises roughly 5% of the cell’s total proteome during fermentation, and increases to 11% during diauxic shift, and up to 35% during ethanolic respiration [35]. At the same time, the small, spherical mitochondria seen during fermentative growth become elongated tubules during diauxic shift and ultimately form reticular networks of mitochondria during extended respiratory growth [35]. In light of our data linking Mrn1 to mitochondrial function, we were curious whether the *MRN1* deletion or the *NCA3-tADH1* mutation affected the shape and size of mitochondria. We visualized the mitochondria of log-phase, fermentative *NCA3-tADH1*, *mrn1Δ*, wild-type and *MRN1* overexpression cells using MitoTracker Red fluorescent dye (Fig 5D). Wild-type cells tended to have discrete mitochondrial punctae, with a small fraction of cells showing longer mitochondria. In *mrn1Δ* and *NCA3-tADH1*, mitochondrial staining was brighter and spread more broadly through the cell, and almost all cells had elongated mitochondria. In contrast, mitochondria in cells overexpressing *MRN1* were small and often difficult to visualize. We quantified these changes in mitochondrial volume using flow cytometric analysis of MitoTracker Red staining, which confirmed a 25% increase in *mrn1Δ* and *NCA3-tADH1* cells and a 25% decrease in *MRN1-OE* cells relative to wild-type (Fig 5E and 5F). These observations support our hypothesis that *mrn1Δ* adapts more quickly to respiratory growth due to increased mitochondrial function under fermentative growth, in part due to upregulation of *NCA3*, whereas *MRN1* overexpression inhibits mitochondrial expansion.

We also investigated how these mutations affected mitochondrial morphology during growth in non-fermentable media. Under these conditions, wild-type cells had expanded and elongated tubule-like mitochondria. Likewise, mitochondria in *mrn1Δ* cells were even larger and more abundant than those observed in fermentative growth and resembled the reticular-like morphology observed in wild-type cells following extended respiratory growth [35]. Cells overexpressing *MRN1* had more visible mitochondria with tubular morphology as well, which were similar albeit less abundant than the mitochondria we observed in wild-type cells. Surprisingly, the *NCA3-tADH1* cells had smaller and more spherical mitochondria than any of the other genotypes we examined (Fig 5G). This contrasts with the faster resumption of growth seen in *NCA3-tADH1* cells switched into non-fermentable media and the expanded mitochondria seen in fermentative growth (Fig 5C), but we note that we observed mitochondria 2 hours after shifting cells to respiratory conditions, whereas growth did not resume for 13 hours. 

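*NCA2* (YPR155C) rose from 37.1 ± 7.15 to 101 ± 1.57 normalized CPM (SD, n = 3 each) after the shift in wild-type, and from 33.8 ± 0.539 to 105 ± 7.37 (SD, n = 3 each) in *mrn1Δ*. The log2 fold changes were 1.47 (standard error 0.13, adjusted p = 5.8e-06) in wild-type and 1.64 (standard error 0.06, adjusted p = 2.0e-09) in *mrn1Δ* by edgeR's quasi-likelihood test. In the block on replicate number they were 1.49 and 1.64, at correlations of 0.238 and 0.234 between same-numbered libraries. No difference in *NCA2* between genotypes passed the threshold. The log2 fold changes were -0.13 in fermentative and 0.06 in respiratory growth, with adjusted p-values of 0.617 and 0.542 from edgeR's quasi-likelihood test. The fermentative value ranged from -0.24 to 0.04 when each library was left out. *NCA3* fell over the same shift in all libraries of each genotype, from 50.1 to 56.3 before it to 22.6 to 25.9 normalized CPM after it in wild-type, and from 184 to 187 before it to 49.3 to 55.9 after it in *mrn1Δ*.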

Notably, *NCA3* was down-regulated in respiratory growth relative to fermentative conditions in both wild-type and *mrn1Δ*, whereas *NCA2*, another gene implicated in regulation of *ATP6* and *ATP8*, was upregulated. Interactions between these two genes regulating the mitochondria-encoded subunits of the F1-F₀ ATP synthase or other aspects of mitochondrial function may explain this surprising result.

## Discussion

We uncovered a role for Mrn1 as a regulatory RNA-binding protein with genetic and functional ties to both the mitochondrion and the cell wall. The unstructured N-terminus of Mrn1 triggered the degradation of bound RNAs, acting through *LSM3*. Full-length Mrn1, containing four RRMs, repressed a range of transcripts encoding proteins involved in cell wall biogenesis and mitochondrial oxidative phosphorylation. We found that loss of *MRN1* accelerated the cellular adaptation to respiratory growth, whereas Mrn1 over-expression inhibited this response. We observed a corresponding expansion of mitochondria in *mrn1Δ* cells, perhaps priming them for a shift to respiration, while Mrn1 over-expression cells had consistently smaller mitochondria. Mrn1-mediated degradation of the mitochondrial regulator *NCA3* contributes substantially to these effects.

Our results suggest an unappreciated link between cell wall biogenesis and mitochondrial function. We propose that Mrn1 acts as a nexus between these two physically distinct cellular compartments, mediating their responses to changing carbon sources (Fig 6). Mrn1 does this in part by regulating Nca3, and its paralogue Uth1, which are likewise linked to both organelles. We also found that Mrn1 interacts specifically with proteins that reside in both the mitochondrial and plasma membrane, although it is reported to localize diffusely throughout the cytoplasm during normal growth [9]. Other suggestive links have been reported between the mitochondrion and the post-transcriptional control of cell wall biogenesis. Most notably, RNA-binding protein Jsn1 physically and functionally associates with mitochondria [43], while Jsn1 and the paralogous Puf2 protein regulate *ZEO1* and thereby modulate cell wall stress responses [44]. While Mrn1 and Jsn1 control different transcripts, presumably for distinct purposes, they do highlight an important role for coordination of the cell wall and the mitochondrion.

**Fig 6:**
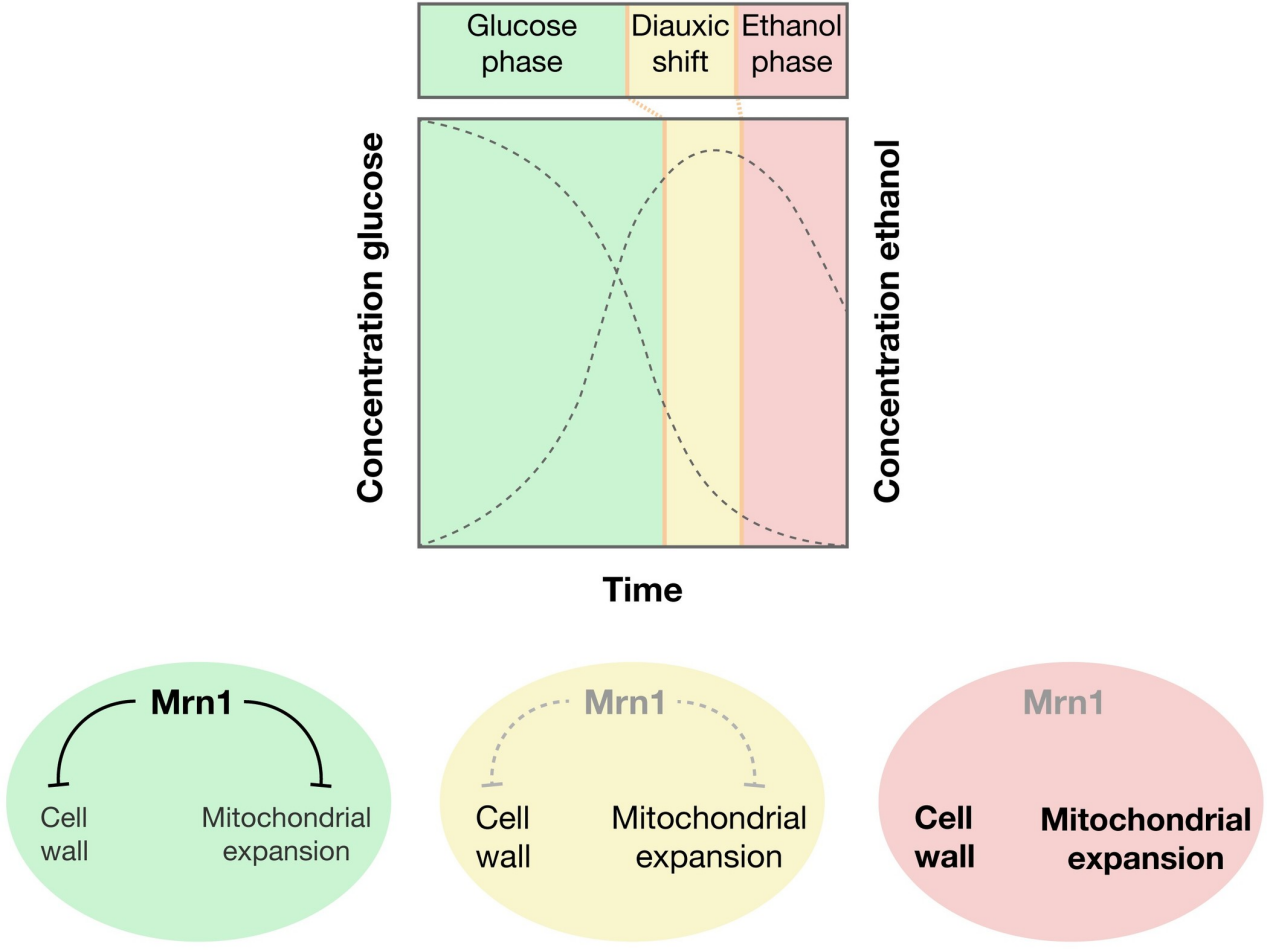
A model for the physiological role of Mrn1-mediated regulation. During fermentation, Mrn1 promotes the degradation of mRNAs involved in cell wall organization and mitochondrial expansion. Mrn1 is downregulated during the diauxic shift, and further repressed during long-term respiratory growth, allowing for the upregulation of proteins involved in cell wall organization and mitochondrial expansion.

Mitochondria produce ATP through oxidative phosphorylation during respiratory growth and carry out a range of other essential biosynthetic processes [45]. Production of the cell wall, which can comprise over a quarter of the cell’s dry weight, requires substantial energy along with carbohydrate biomass [31]. Thus, both organelles must respond to the availability of extracellular carbohydrates, and proper regulation of mitochondria has important implications for the cell. Mitochondria generate harmful free radicals as byproducts of the electron transport chain. These free radicals cause oxidative damage, which plays a major role in age-related degenerative diseases in higher eukaryotes [46]. Thus, the expansion of mitochondria that we observed in *mrn1Δ* cells, driven by inappropriate activation of its normal targets, could be deleterious. Indeed, the RNA-binding protein Puf3 regulates a distinct class of transcripts encoding mitochondrial functions, and loss of this regulation disrupts biosynthesis of the mitochondrial lipid, coenzyme Q [47].

Mrn1 is also enriched in interactions with proteins that localize to the mitochondrial matrix and inner membrane, relative to our cytoplasmic control (S4I and S4J Fig). Mrn1 is unlikely to interact with these proteins within the matrix, as it was not reported to show mitochondrial localization, and it lacks a predicted mitochondrial targeting sequence (MTS) [48]. However, Mrn1 could participate in the biogenesis or quality control of mitochondrial proteins in the cytosol. We saw interactions of Mrn1 with Tom22, a component of the translocase of the outer membrane (TOM) complex, and with Tim23 and Ssc1, which are essential components of the translocase of the inner mitochondrial membrane involved in protein folding and translocation (TIM23) [49–51] (S7 Dataset). Interestingly, CiBER-Seq indicated that knock-down of *TIM23* or *SSC1* both abrogated Mrn1 activity, as did knock-down of *SUE1*, a protein required for the degradation of unstable forms of cytochrome c [52] (S2 Dataset). These genetic interactions could indicate a role for Mrn1 in responding to protein translocation defects. Mitochondrial protein associated degradation, or mitoTAD, involves removal of precursor proteins from the TOM complex, and these stalled proteins often span the TOM and TIM channels [53]. Alternately, or additionally, Mrn1 may play a role in mitochondria-associated ribosome quality control (mitoRQC). This poorly characterized pathway involves recognition of stalled 60S ribosomes with nascent chains co-translationally inserted into the TOM complex [54]. Mrn1 could destabilize the mRNAs associated with these stalled complexes. However, it is difficult to distinguish these pathways based on the physical interactions of Mrn1. Finally, we note that Mrn1 may be bound to the outer surface of the mitochondrion and crosslink with topologically separated proteins only after lysis.

Mrn1 also interacted physically with plasma membrane proteins that are associated with the cell wall as well as mitochondrial function [55,56]. Notably, several of the proteins most-enriched in the Mrn1 fraction are also mRNA targets of Mrn1, including Pir1 and Ecm33, as well as various other cell-wall-regulatory proteins (S4K Fig). It is possible that Mrn1 interacts with these proteins in a co-translational manner while binding their cognate mRNAs, although Mrn1 was disenriched in proteins that localize to the ER. As in the case of mitochondrial proteins, Mrn1 could interact with these proteins during their normal biogenesis or in a quality control process. Notably, we also see attenuation of Mrn1 activity by certain guides expected to disrupt ER protein targeting and translocation (S2 Dataset).

The Mrn1 physical interactions together with the expression changes we observed confirm that Mrn1 links two physically distinct cellular compartments, the mitochondria and the cell wall, and coordinates mitochondrial responses to changing conditions. This coordinated regulation has broad implications for yeast cell growth and longevity.

## Materials and methods

### Strain construction

The dual reporter strain NIY293 was constructed by integrating pNTI282, encoding *pPGK1*::*YFP*::*BoxB*, into BY4741 at URA3 and pNTI473, encoding *pPGK1*::*mCherry*::*PP7*, into BY4742 at URA3 and mating the two strains together. The *mrn1Δ* strain was constructed by integrating a Kanamycin selection cassette into the endogenous MRN1 locus of BY4741, integration was confirmed via colony PCR. *Mrn1-OE*, *Mrn1(1–200)-OE* and *BFP-OE* strains were constructed by cloning an over-expression cassette of each gene driven by *pPGK1* expression into the EasyClone pCfB2189 vector, and integrating the linearized vectors into the XI-2 locus in BY4741. The strain NIY416 harbors a constitutively-expressed, genetically integrated copy of dCas9. We integrated the Kan-selectable vector pKS181 which expresses the ZEM synthetic transcription factor with a set of five repeat BoxB hairpins in the 3`UTR and a copy of eCitrine into the XII-2 locus of NIY416. We then integrated *Halo*::*LambdaN*::*3XFLAG* and *Mrn1(1–200)*::*LambdaN*::*3XFLAG* fusions into the XII-5 locus using the hygromycin-selectable pCfB2337 EasyClone vector. Plasmids for use in the tethering assay were constructed by cloning full-length *MRN1*, *MRN1(1–200)*, *MRN1(29–200)*, *MRN1(201–371)*, *MRN1(372–612)*, and Halo into the pKS137 vector which generates a LambdaN::1XFLAG::BFP fusion protein. Expression was confirmed through western blotting and selected for by gating for BFP-positive cells (S1C Fig). Guide RNA validation plasmids were generated by cloning gRNA oligos into pKS111, which encodes a gRNA scaffold driven by a *pRPR1* promoter and a *pGAL1*:: *mCherry* inducible expression cassette.

### Culturing conditions

Growth phenotype assessment via growth curve analysis was performed in triplicate cultures as follows: an overnight inoculum was prepared from a single clone from an agarose plate colony. The following morning, cultures were back-diluted to an OD600 of 0.1 in rich media with 2% glucose. At mid-exponential growth phase, or OD_600_ 0.6, cultures were either back-diluted back into rich media with 2% glucose as a control, or washed once in sterile water and resuspended in respiratory growth media containing 2% ethanol and 2% glycerol as the carbon source, or in rich media containing 0.6M NaCl. Growth was then monitored in a Tecan SPARK multimode plate reader at 30°C with shaking for up to 36 hours following back-dilution. For lithium acetate and heat shock analyses, *Mrn1(1–200)-OE*, full length *MRN1-OE*, and *BFP-OE* cultures were exposed to either 100 mM LiAc at room temperature for 20 minutes or stressed at 42°C for 20 minutes, then resuspended in rich medium and grown in the TECAN plate reader at 30°C for 24 hours with shaking. Triplicate cultures for flow cytometry were grown to mid-exponential growth phase in selective media and harvested at OD_600_ 0.6 by a 30-minute incubation in 4% paraformaldehyde.

### Library transformation

Yeast populations were transformed with plasmid libraries and maintained in SD-His media with 2% glucose at an optical density of OD_600_ 1.0 with 5 nM beta-estradiol to induce ZEM activation. When growth rate reached a steady state, pre-induction samples were collected prior to guide RNA induction with 250 ng/ml anhydrous tetracycline. Six doublings, or roughly 9 hours later, post-induction samples were collected, and then the cells were washed in sterile water then resuspended in SD-His with 2% ethanol and 2% glycerol and grown an additional three hours, roughly one doubling. Samples were then collected and prepared for high-throughput sequencing.

### Fluorescence measurement

Expression of YFP and RFP in the tethering assay was measured using a flow cytometric readout on a BD LSR Fortessa X20 with excitation by the 488mm blue laser and 561 mm yellow-green laser, captured on the FITC and PE-TexRed channels, respectively. Fluorescence measurements for 50,000 cells were collected for each sample, and gates were generated around 25% of the most actively-growing cells of the population.

### RNA quantification

Total RNA was harvested from triplicate cultures of each strain using the phenol chloroform method, as described in Nilsen, TW, 2013 [57]. Quantification of *YFP* reporter RNA expression in the tethering assay was performed via RT-qPCR analysis by comparing *YFP* Ct values to normalizer *RFP* Ct values, and experimental protein Ct values were compared to a tethered Halo control Ct values. *RAD51* and *NCA3* mRNA changes in *mrn1Δ* and *MRN1-OE* were calculated by comparing *RAD51* or *NCA3* expression to the housekeeping gene *UBC6*, and compared to expression by wild-type BY4741. rRNA depletion was performed using the QIAseq FastSelect yeast rRNA removal kit from Qiagen. cDNA was generated with Protoscript II reverse transcriptase from NEB, and cDNA end cleanup and adapter ligation was performed with the NEBnext Ultra II RNA Library Prep Kit with Illumina indexes. RNA sequences were quantified using single end sequencing technology with the Illumina HiSeq4000 sequencing platform.

### Barcode sequencing

All PCR reactions were performed using Q5 polymerase according to manufacturer protocols. DNA was purified using DNA clean & concentrator kits from Zymo, and when applicable AMPure XP beads were used to purify full-length DNA product. Size distributions and concentrations were measured before next generation sequencing using an Agilent TapeStation 2200.

### Sequencing data analysis

Sequencing data was processed using Cutadapt to remove sequencing adapter sequences and deconvolve multiplexed libraries based on embedded nucleotide indices. Trimmed barcodes were then counted and tabulated as described in [18]. Barcodes that lacked at least 32 counts in the pre-induction samples in one of the replicates were filtered out. The remaining barcodes were analyzed using DESeq2 analysis by comparing pre-induction Halo and Mrn1, and post-induction Halo as the pre-condition in our matrix to find significant genetic interactions in the post-induction Mrn1 sample [58].

### Protein expression analysis via Western blotting

Total protein was isolated from mid-exponentially growing yeast through rapid capture of protein expression through 5% tricarboxylic acid treatment for ten minutes, followed by a wash in acetonitrile. The cell pellets were then dried at room temperature for 30 minutes before bead-beating in cell lysis buffer for 5 minutes at room temperature. Samples were then resuspended in SDS-loading buffer from NuPage, boiled for five minutes, and loaded on 4–12% polyacrylamide Bis-Tris gels and separated by electrophoresis in MOPS buffer. Proteins were then transferred to a nitrocellulose membrane, and were blocked for 1 hour in TBST with 5% bovine serum albumin. Primary antibodies were incubated with membranes for one hour at room-temperature, washed with TBST, and then incubated for 30 minutes at room temperature with anti-rabbit and anti-mouse HRP-linked antibodies. Membranes were developed with Pierce ECL western blotting substrate and imaged on the chemiluminescence channel on a ProteinSimple.

### Proteomic analysis

Purifications were performed in biological triplicate for troubleshooting experiments and in single replicates for submission for LC-MS. Samples were collected from exponentially-growing cells through centrifugation, washing with ice cold buffer, and resuspension in lysis buffer containing 50 mM HEPES pH 7.5, 150 mM NaCl, and 1% Triton X-100 before flash-freezing in liquid nitrogen. Cells were lysed with cryogrinding by 6 cycles at 30 hertz for three minutes, the supernatant was clarified, and protein-protein interactions were cross-linked with 20 mM EDC chemical crosslinking reagent. The crosslinked lysate was then incubated with Halo Magna beads for 3 hours at 4°C. Samples were washed with buffer containing 8 M urea, 50 mM HEPES pH 7.5, 150 mM NaCl, and 1% Triton X-100. Samples were eluted from the Halo beads with TEV protease digestion and total eluates were prepared according to protocols from the UC Davis proteomics facility. Briefly, this entailed protein precipitation with TCA, 0.01M HCl 90% acetone washes three times, and air dried and resuspended in 100 mM ammonium bicarbonate. Samples were alkylated with 500 mM iodoacetamide and incubated in the dark for 30 minutes at 60°C. Proteins were digested in 100 mM ammonium bicarbonate and 4 ul of 0.5 μg/μl Trypsin. Tryptic digests were quenched with 50% formic acid, buffer-exchanged into 100 mM TEAB buffer, and the protein samples were labeled with four of the ten-plex labels from the Tandem-Mass Tag labeling kit by Thermo Fisher. Samples were speed-vacuumed to remove the supernatant and desiccate the proteins. Mass spectrometry analysis was performed at the UC Davis Proteomics Core Facility.

### Microscopy

Mitochondria of actively-growing cells were stained with 100 nM mitoTracker Red reagent at 30°C with shaking at 200 RPM for 30 minutes. Cells were washed twice with synthetic complete media, fixed in 4% paraformaldehyde for 15 minutes, and washed once with synthetic complete media then resuspended in 100 mM potassium phosphate buffer pH 7.0 with 1M sorbitol. Cells were immobilized on microscope slides with Prolong Gold antifade reagent with DAPI and incubated in the dark at room temperature for 24 hours. The mitochondria were then visualized using a Zeiss Z1 inverted microscope and images were captured with a Photometrics 95B sCMOS 1200x1200 camera on the 100X objective. Five fields of view were captured for each replicate of each strain, and approximately 5 representative cells were chosen for Fig 5 for each replicate.

## Supporting information

S1 Fig Flow cytometry measuring YFP (top) and RFP (bottom) absolute fluorescence units in the tethering assay with YFP-tethered (A) full length Mrn1, (B) Mrn1(1–200), (C) Mrn1(201–371), and (D) Mrn1(372–612) (n = 50,000 cells per sample, experiments performed in triplicate cultures). (E) Forward scatter absolute fluorescence units as a measure for cell size in the tethering assay (n = 50,000 cells per sample, experiments performed in triplicate cultures, one representative replicate shown). (F) Flow cytometry measuring activity of Mrn1 truncations in the tethering assay, as in Fig 1A, during respiratory growth (n = 50,000 cells per sample, experiments performed in triplicate cultures, one representative replicate shown). (G) As in (F), during osmotic stress. (H) As in (F), during osmotic stress. (I) Immunoblotting measurement of tethering construct abundance. Each construct contained a FLAG epitope tag. Lower bands indicate partial cleavage of T2A sequence between FLAG-tagged Mrn1 tethering construct and downstream SpHis5 protein (n = 2).
(PDF) Click here for additional data file.

S2 Fig (A) Induction of ZEM-responsive reporter by β-estradiol measured by flow cytometry (n = 50,000 cells, 2 replicates per β-estradiol concentration). (B) RT-qPCR measurement of expression of RFP mRNA with Pat1 tethered to 3`UTR of ZEM, with and without ZEM induction, relative to tethering of an inactive control. (C) Flow cytometry measurement of RFP expression with Pat1, or an inactive control protein (Bfp), tethered to 3`UTR of the ZEM transcription factor (n = 3). (D) Ratio of RFP reporter to YFP normalization control, with either Mrn1(1–200) or an inactive control tethered to ZEM, prior to guide RNA induction. (E) Comparison of RNA barcode abundance for inactive Halo-tag tethering control, prior to guide RNA induction (*r* = 0.90). (F) As in (E), for Mrn1(1–200) tethering (*r* = 0.96). (G) As in (E), after guide RNA induction (*r* = 0.96). (H) As in (F), after guide RNA induction (*r* = 0.95). Error bars reflect standard deviation.
(PDF) Click here for additional data file.

S3 Fig (A) Comparison of RNA-seq read counts in wild-type yeast in log-phase fermentative growth, replicate 1 versus replicate 2 (*r* = 0.98). (B) As in (A), comparing replicate 1 versus replicate 3 (*r* = 0.98). (C) As in (A), comparing replicate 2 versus replicate 3 (*r* = 0.99). (D) As in (A) for *mrn1Δ* yeast comparing replicate 2 versus replicate 3 (*r* = 0.99). (E) As in (D) comparing replicate 1 versus replicate 3 (*r* = 0.99). (F) As in (D) comparing replicate 1 versus replicate 2 (*r* = 0.99). 

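Correlations of log10 counts between replicates, over genes counted in both libraries, were 0.986 and 0.987 for wild-type replicate 1 against replicates 2 and 3 in fermentative growth, and 0.994 for replicate 2 against 3. For *mrn1Δ* they lay between 0.993 and 0.995. On untransformed counts, which a few abundant genes dominate, the wild-type values were 0.978 to 0.998 and the *mrn1Δ* values 0.997 to 0.999. No pair of libraries differed by as little as counting noise, since the chi-square per degree of freedom was at least 11.1 in every pair of replicates. The correlations are across genes, which are not independent replicates.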

(G) Growth of *mrn1Δ*, Mrn1 over-expression, and wild-type yeast during fermentative growth (n = 3, two representative replicates per strain depicted). (H) Growth of *mrn1Δ*, Mrn1 over-expression, and wild-type yeast during respiratory growth (n = 3, two representative replicates per strain depicted).
(PDF) Click here for additional data file.

S4 Fig (A) Comparison of RNA-seq read counts in wild-type yeast switched into non-fermentable ethanol and glycerol media, replicate 1 versus replicate 2 (*r* = 0.98). (B) As in (A), comparing replicate 2 versus replicate 3 (*r* = 0.98). (C) As in (A), comparing replicate 1 versus replicate 3 (*r* = 0.99). (D) As in (A), for *mrn1Δ* yeast, comparing replicate 1 versus replicate 2 (*r* = 0.99). (E) As in (D), comparing replicate 1 versus replicate 3 (*r* = 0.99). (F) As in (E), comparing replicate 1 versus replicate 3 (*r* = 0.99). 

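In respiratory growth the correlations of log10 counts between wild-type replicates were 0.988 for 1 against 2, 0.990 for 2 against 3 and 0.993 for 1 against 3. The *mrn1Δ* replicates correlated at 0.994 to 0.995. On untransformed counts the ranges were 0.982 to 0.998 in wild-type and 0.998 to 0.999 in *mrn1Δ*. These values are across genes within pairs of libraries.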

(G) Schematic of tandem affinity tag on endogenous Mrn1 and genomically-integrated mCherry. Streptavidin-binding peptide (Sbp), TEV protease cleavage site (TEV), and Halo-tag (Halo) are shown. (H) Immunoblot of Mrn1 and mCherry purified by Halo-tag capture on Halo resin and visualized by ɑ-Sbp staining (n = 3). (I) Comparison of Mrn1-interacting protein capture in respiratory and fermentative growth conditions. (J) Gene ontology analysis of proteins enriched in Mrn1 affinity capture relative to mCherry control. (K) Comparison of Mrn1 affinity capture with Mrn1 RNA binding score. mRNA’s with a binding score greater than Log2(1.45) above dotted grey horizontal line are considered Mrn1 targets [5]. (L) Comparison of Mrn1 affinity capture during fermentative growth with Mrn1 CiBER-Seq profile. (M) Comparison of Mrn1 affinity capture during respiratory growth with Mrn1 CiBER-Seq profile.
(PDF) Click here for additional data file.

S5 Fig (A) Growth of *NCA3-tADH1+ mrn1Δ*, *NCA3-tADH1* and wild-type yeast in fermentable media: complete 20-hour growth curve and (B) first 8 hours after back-dilution (n = 3, two representative replicates per strain depicted in growth curve). (C) Flow cytometric analysis of MTR fluorescence as a measure of mitochondrial abundance. (D) Quantification of median MTR fluorescence in (C). Error bars reflect standard deviation (n = 2).
(PDF) Click here for additional data file.

S1 Table Cellular compartment GO terms enriched in Mrn1 versus control. Gene names in bold indicate genes that both encode fungal cell wall proteins and also localize to or have a regulatory effect on the mitochondria.
(DOCX) Click here for additional data file.

S1 Dataset Pre- versus post-gRNA induction CiBERseq data. (CSV) Click here for additional data file.

S2 Dataset Post-gRNA induction Mrn1 CiBERseq data. (CSV) Click here for additional data file.

S3 Dataset Wild-type pre- versus post-diauxic shift RNAseq data. (CSV) Click here for additional data file.

S4 Dataset *mrn1Δ* pre- versus post-diauxic shift RNAseq data. (CSV) Click here for additional data file.

S5 Dataset *mrn1Δ* versus wild-type pre-diauxic shift RNAseq data. (CSV) Click here for additional data file.

S6 Dataset *mrn1Δ* versus wild-type post-diauxic shift RNAseq data. (CSV) Click here for additional data file.

S7 Dataset Mrn1 protein-protein interactions proteomics data. (XLSX) Click here for additional data file.

# Supplementary material for: Dynamic post-transcriptional regulation by Mrn1 links cell wall homeostasis to mitochondrial structure and function
**Source:** PLoS Genet. 2021 Apr 15;17(4):e1009521. doi: 10.1371/journal.pgen.1009521
**Supplement:** S1 Table — Gene names in bold indicate genes that both encode fungal cell wall proteins and also localize to or have a regulatory effect on the mitochondria.

**S1 Table. Cellular compartment GO terms enriched in Mrn1 versus control**

| **Cellular component GO Term** | **Proteins enriched** |
| --- | --- |
| Cytoplasmic stress granule | TIF11, ARC1, RPG1, PAB1, HSP26, TIF4631, YHB1, SES1, PBP1, HCR1, SBP1, HRP1, TMA19, TIF3, CYS4, BHM1, TIF2, FUN12, SUP35, MRN1, GIS2 |
| Translation preinitiation | TIF11, RPG1, HCR1, SUI3, FUN12 |
| Polysome | GIS2, SSA1, SSA2, TSA1, PBP1, BFR1, EGD1, SSE1 |
| Mitochondrial inner membrane space | COX4, CPR1, MIX17, HSP60, TRX1, TIM9, CYT1, MIA40, POR1, ADK1, RIB3, TIM8, TIM10, TIM13, ATP2, GPM1, QCR6, ACO1, SOD1, COX12 |
| Fungal cell wall | **PIR1**, **CTR1**, GAS1, CDC3, SSA2, CWP1, PIR3, TDH2, GAS5, CIS3, PHO3, EXG1, SSA1, TDH1, **ECM33**, PST1, CRH2, BGL2, TDH3, PIR5, **FBA1**, HSP150 |

How the deposited data were processed for this re-analysis (not part of the article)

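The data comprise RNA-seq of wild-type BY4741 and *mrn1Δ* yeast in fermentative growth and 20 minutes after a shift to medium with ethanol and glycerol, with 3 replicates of each genotype in each condition and 12 libraries in all. Conditions and replicate numbers were taken from the sample labels. The authors depleted ribosomal RNA, sequenced single-end libraries, and deposited an estimated count for each coding sequence in each library, without normalization between libraries. The authors' tables also hold a TPM value for each coding sequence, deposited with the counts and scaled by the counting tool to a sum of 1000000 per library. The paper's methods describe adapter removal with Cutadapt for its sequencing data in general, and they do not name the counting tool, its version, the strand setting, the genome build or the annotation. The column names are those of kallisto.

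The R64 reference was used for gene names, coordinates and Gene Ontology terms. Of the identifiers, 5911 matched it by systematic name and 6 did not, and 99.9% of the matched coding sequences had equal lengths in both. Counts that were not whole occurred in 623 coding sequences, and all counts were rounded to whole numbers before testing. The TPM values were used only to check the unit of the tables. Library totals ranged from 16231559 to 26542199 estimated counts, so that 3 counts correspond to 0.113 to 0.185 CPM, a floor that covers counting error and not variation between cultures.

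Each comparison was fitted with edgeR 4.0.16 in R 4.3.3 on its own 6 libraries, with TMM normalization, the default expression filter, robust dispersion estimates and the quasi-likelihood test. The comparisons were *mrn1Δ* against wild-type in each condition and respiratory against fermentative growth in each genotype. The interaction of genotype and condition was fitted on all 12 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called higher or lower. Standard errors of log2 fold changes were derived from the F statistic. Gene sets were tested with camera in limma 3.58.1, with its preset correlation between genes and with a correlation estimated from the data. Overlaps with Gene Ontology terms were tested with a one-sided Fisher's exact test, and groups of labelled genes with a permutation test of the rank sum with 100000 resamples (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and Python 3.11.15). Figures were drawn with matplotlib 3.10.9.

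The tests were tried on simulated data of the same depth with 200 changed genes. The planted changes were larger than the medians of the gene lists compared between genotypes. They were placed in well-counted genes, and a single dispersion was used for all genes. The edgeR test recovered 99.5%, 100%, 99%, 100% and 93% of these in the fermentative, respiratory, wild-type shift, *mrn1Δ* shift and interaction designs, and 3.86%, 3.85%, 3.41%, 2.44% and 3.12% of its calls were unchanged genes. For DESeq2 1.42.0 these shares of unchanged genes were 10.76%, 5.24%, 7.08%, 7.01% and 10.89%. Of 200 random gene sets, 1% had a camera p under 0.05 with the preset correlation.

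The alternatives were DESeq2 on the same genes, upper-quartile normalization, no filter beyond 1 read in total, at least 10 counts in every library, all 12 libraries in one fit, the replicate number as a block, leaving out each library in turn, a minimum absolute log2 fold change of 0.5 in fermentative and 0.6 in respiratory growth, an adjusted p under 0.08, and camera with the estimated correlation. These were set before the data were examined. So were the pathway lists and the lists of genes read by eye from Figs 3B to 3E, 4B and 4D. The pathway lists were chosen after what the paper's figures show for these same libraries, so they are not independent of the data. The broader Gene Ontology definitions and the interaction test of the respiratory pathway genes were added after the data were seen. The exact terms, fungal-type cell wall organization and mitochondrion, were chosen by their numbers of genes once the annotation had been read and before genes called higher were counted in them.

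The text names the genes that the paper's text names for RNA-seq and genes labelled in its figures. It also names the 5 genes with the largest change in each direction and condition among those with an adjusted p under 0.05 and non-overlapping groups, marker and mating-type genes, the neighbours of *MRN1*, and members of the pathway lists. A result that falls within this rule is not reported here, and it remains in the counts and set statistics over all genes. *LEU3* falls outside this rule and was chosen for a test of the branched-chain genes. Of the figure labels, 1 could not be matched to a gene. The immunoprecipitation scores from another study and the data of the other experiments in the paper were not used here, so all bound and unbound transcripts could not be compared. The pairing of replicate numbers across groups is not described in the paper's methods. It was checked by correlating deviations from the group means over 5688 genes, which gave averages of 0.162 and 0.005 between genotypes before and after the shift, and 0.238 and 0.234 between conditions in wild-type and *mrn1Δ*.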

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

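Of the tests in this part, those on marker genes, reads shared between similar genes, scaling or single libraries, other amino acid genes, the 2-micron plasmid and other groupings of the libraries were chosen only after the results were seen, whereas those on chromosome copy number and *LEU3* were set before the values they measure were seen. The test of single libraries for genes whose genotype effect differs between conditions was first run on genes that the paper's text names and then on *LEU1* as well, and every one of these kept its adjusted p in all 12 fits. It was then widened, after the values had been seen, to all 16 genes reported individually that have an adjusted p under 0.05 in the interaction. The wider set is reported here, and its outcome is less favourable.

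The genotype effect differed between conditions for 188 genes (edgeR's quasi-likelihood test of the interaction, adjusted p under 0.05), with 65 more positive and 123 more negative after the shift. With the replicate number as a block the count was 261, with 99 more positive and 162 more negative. Same-numbered libraries before and after the shift correlated at 0.238 in wild-type and 0.234 in *mrn1Δ*. The block used an effect of replicate number common to both genotypes, so a separate pairing within each genotype was not fitted. Of the 32 ways to exchange genotypes within same-numbered pairs, 2 gave at least 188 genes without the block, the actual labels included. The other, with 674 genes, exchanges the genotypes in all respiratory libraries and so adds the genotype effects of the conditions instead of subtracting them. It is 1 of 7 exchanges that keep or reverse the genotypes of all respiratory libraries and so still carry the genotype effect after the shift, which makes 2 in 32 no count free of that effect. The 24 exchanges that mix the respiratory genotypes gave 0 genes each, with 37 to 871 at an unadjusted p under 0.05. For the 70 respiratory pathway genes the median difference was 0.32, 63 of them positive, and 9 of the 32 exchanges gave a camera p as small, the actual labels included. Of the 8 others, 6 keep or reverse all respiratory genotypes and 2 are among the 24 that mix them, so the 9 are not a count free of the genotype effect either. With the estimated correlation between genes the camera p of the set was 0.0663.

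Among genes reported individually, 16 had an adjusted p under 0.05 in the interaction by edgeR's quasi-likelihood test. The effect became more positive after the shift for *STL1* (2.19, adjusted p = 0.0012), *JEN1* (1.31, adjusted p = 0.0017), *CYB2* (1.04, adjusted p = 0.0014), *UIP4* (1.16, adjusted p = 0.0032) and YBR219C (2.91, adjusted p = 0.0138) in edgeR's quasi-likelihood test. It became more negative for *NCA3* (-0.75, adjusted p = 0.0026), *OAC1* (-0.95, adjusted p = 5.3e-04), *BAT1* (-0.65, adjusted p = 0.0077), *LEU1* (-0.66, adjusted p = 0.0092), *MAE1* (-1.06, adjusted p = 5.3e-04) and *ILV2* (-0.68, adjusted p = 0.0077) in the same edgeR quasi-likelihood test. The remaining negative differences were those of *LEU9* (-0.78, adjusted p = 0.0085), *SCW11* (-0.77, adjusted p = 0.0153), *PRY1* (-0.57, adjusted p = 0.0315), *HPF1* (-1.09, adjusted p = 0.0445) and *ILV3* (-0.44, adjusted p = 0.0473), again from edgeR's quasi-likelihood test. *UIP4* lies next to *MRN1* on chromosome XVI.

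A dependence on single libraries may account for some of these differences. The gene least stable in this respect, *ILV3*, kept its adjusted p under 0.05 in 2 of the 12 fits that each left out one library, *HPF1* did so in 3 and *PRY1* in 5. The other 13 kept it in more than 6 fits, 11 of them in all 12, with *SCW11* and YBR219C in 11. Reads shared between similar genes may contribute for 3 of the 16 genes, *HPF1*, *LEU9* and YBR219C, whose counts were not whole. Neither explanation touches the 11 genes that kept the threshold in every fit, except that *LEU9* is 1 of them and shares reads. A biological reading of these differences remains a hypothesis.

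*LEU1* (chromosome VII of R64, 476313 to 478652), which the paper does not discuss, had log2 fold changes of -2.30 in fermentative growth and -2.96 in respiratory growth in *mrn1Δ*. Its adjusted p was 1.2e-06 and 8.4e-09 in edgeR's quasi-likelihood test, and all 3 *mrn1Δ* libraries were below all 3 wild-type libraries in each condition. Its level went from 785 ± 57.0 to 160 ± 3.07 normalized CPM before the shift and from 914 ± 87.5 to 118 ± 5.53 after it (SD, n = 3 each). The list of branched-chain amino acid synthesis genes, of which 10 were tested, had median log2 fold changes of -0.23 and -0.83 in the conditions. In these, 4 and 8 genes were lower. This list was written because *OAC1*, *BAT1* and *ILV* genes are labelled as lower in Figs 3B and 4B, which show these same libraries. The p-values of the set are therefore not independent of the fall they measure. Camera gave p = 1.2e-21 and 2.0e-39 with the preset correlation and 0.014 and 0.0014 with the estimated one. Under the replicate block the estimated-correlation values were 0.0686 and 0.0205, where same-numbered libraries correlated at 0.162 and 0.005. For these genes 1 of the 4 splits that part same-numbered libraries, the actual one, gave as small a p in each condition, but 4 splits are too few to exclude the grouping of the libraries.

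Several technical explanations for the branched-chain genes were tested. The marker genes *LEU2*, *URA3* and *MET17* reached at most 0.5495 normalized CPM in any library, so the markers do not differ between genotypes. Without genes whose counts are not whole, the median over the remaining 9 genes was -0.31 in fermentative and -0.89 in respiratory growth, so shared reads do not carry the fall. The smallest absolute log2 fold change of *LEU1* over 26 fits was 2.25, far from a dependence on scaling or a single library for this gene. Other genes of the list depended on single libraries in fermentative growth, as *ILV3* and *ILV5* kept an adjusted p under 0.05 in 2 and 1 of 6 fits, with highest values of 0.104 and 0.438 from edgeR's quasi-likelihood test. No chromosome had a median log2 fold change beyond 0.0429 in size, which goes against a change in copy number. The 28 other amino acid synthesis genes, a list written after the values of *MET6* and *ARG1* among them had been seen, had a median log2 fold change of -0.001 in fermentative growth (p = 0.638 in limma's camera test with the preset correlation). In respiratory growth it was -0.074, with p = 0.0054 in limma's camera test under the preset and 0.268 under the estimated correlation. After the shift, a weak general fall of amino acid synthesis genes therefore cannot be told apart from none, but a median of -0.074 is too small to account for the -0.83 of the branched-chain genes. *LEU3*, which encodes an activator of leucine synthesis genes, had log2 fold changes of -0.027 and -0.11 with an adjusted p of 0.901 and 0.354 in edgeR's quasi-likelihood test, so lower *LEU3* mRNA is not a candidate explanation. Apart from *LEU3* mRNA and a general fall of amino acid synthesis genes, no biological explanation was tested, and a second change in the *mrn1Δ* strain cannot be separated from the deletion with 1 strain per genotype.

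The 2-micron plasmid, which the paper does not report on, contributed between 0.0514% and 0.385% of the counts of a library. Its replicates ranked in the same order, 1 above 3 above 2, in all 4 groups. Over the 216 possible orders, the share that gives the same order in all 4 groups was 0.00463. This share follows from the order that had been noticed and treats the groups as independent, so the pattern cannot be told apart from chance by it. The order was followed by genes silent in this mating type in 0 groups, which goes against DNA in the RNA, and by library totals in 0 groups, which goes against library size. Same-numbered libraries deviated together from their group means with an average correlation of 0.116 across genes, with averages of 0.238 and 0.234 between conditions within wild-type and *mrn1Δ*. This is in line with a shared history of same-numbered libraries within a genotype. Between genotypes the averages ran from -0.024 to 0.162, so a shared history is less supported for an order common to both genotypes. The levels averaged 942 ± 528 and 1024 ± 364 normalized CPM before the shift and 2241 ± 1174 and 2714 ± 966 after it in wild-type and *mrn1Δ* (SD, n = 3 each). The ratio after to before the shift lay between 2.32 and 2.76 in each same-numbered pair. No biological explanation was tested.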

How the results depend on the processing

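With each library left out in turn, 92 of 132 values of results that answer a comparison stayed on the same side of their threshold or within 1.5 times the count, 7 became weaker, 1 became stronger and 32 counts moved. Under the other alternatives 106 of 128 stayed, 4 became weaker and 18 moved. None reversed. The cause was not tested for any of the changes below.

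DESeq2 called 151 genes higher and 54 lower in *mrn1Δ* in fermentative growth, 21 of the Fig 3C genes, 45 of the bound genes labelled in Fig 3D or Fig 3E and 11 cell wall organization genes, and it gave 439 genes in the interaction. With all 12 libraries in one fit, the fermentative counts were 132 higher and 60 lower, 17 Fig 3C genes, 41 bound genes and 8 cell wall organization genes. In that fit the respiratory pathway genes had a median of 0.069 in fermentative growth with p = 0.196 in limma's camera test with the preset correlation, and 258 genes were higher in respiratory growth. The replicate block gave 5 cell wall organization genes, at a mean correlation of 0.162 between same-numbered libraries, and any cell wall term, a definition added after the data were seen, gave 9. Upper-quartile normalization gave 260 genes higher in respiratory growth, 65 of them mitochondrial, and 577 lower. Requiring an absolute log2 fold change over 0.6 left 39 genes higher and 59 lower in respiratory growth. With the correlation between genes estimated from the data, camera gave p = 0.347 for the respiratory pathway genes in fermentative growth (median 0.07319), 0.103 in respiratory growth (median 0.343) and 0.0663 in the interaction (median 0.3176).

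Across the 6 fits that each left out one library, between 13 and 63 genes were higher and between 6 and 27 lower in *mrn1Δ* in fermentative growth, with 4 to 16 of the Fig 3C genes, 9 to 29 of the bound genes and 1 to 8 cell wall organization genes among the higher. The difference between Mrn1-stronger and Pub1-stronger genes ranged from 0.08238 to 0.2265, with the permutation p under 0.05 in 1 fit, and the median of the respiratory pathway genes from 0.04463 to 0.08249. In respiratory growth between 152 and 445 genes were higher, 34 to 135 of them mitochondrial, and between 165 and 473 were lower. Across the 12 fits of the interaction, between 81 and 501 genes passed the threshold.

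Signs reversed for genes whose difference did not pass the threshold. The log2 fold change of *UTH1* between genotypes in respiratory growth was -0.026 with upper-quartile normalization, which moved the median over all genes from 0.0006 to -0.0341, and ranged from -0.09932 to 0.2055 without single libraries, and that of *SIM1* was 0.0035 with the replicate block, at a correlation of 0.005 between same-numbered libraries, and ranged from -0.08045 to 0.1479. Without single libraries, the interaction of *MRN1* ranged from -0.1467 to 1.392. In fermentative growth *NCA2* ranged from -0.2361 to 0.03615, *HXT5*, which shares reads, from -0.1945 to 0.1439, *LEU9*, which also shares reads, from -0.1717 to 0.05482, and *LEU3* from -0.128 to 0.0622. In respiratory growth *MFA1* ranged from -0.2605 to 0.1835 and *VAM10*, which shares reads, from -1.682 to 0.07626.

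Among single genes and replicate correlations, 614 of 678 values without a library stayed, 39 became weaker, 10 became stronger and 15 reversed. Under the other alternatives 557 of 606 stayed, 7 became weaker, 20 became stronger, 20 moved and 2 reversed. On simulated counts at these depths most changed genes were recovered. The planted changes were larger than the medians of the gene lists compared between genotypes, and a single dispersion was used. Recovery of smaller changes was not simulated, so it cannot be said from this why few genes were called in the deposited data.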

Differences from the paper's values

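The paper gives a fall of *NCA3* after the shift of about 4-fold in both genotypes. Here it was 2.095-fold in wild-type and 3.58-fold in *mrn1Δ*, and none of the 11 alternatives set before the data were examined closed the gap in wild-type. The paper counts over 30 upregulated genes in the cell wall organization category, where 3 were counted here among genes annotated to that term itself, and none of the 14 alternatives closed the gap. DESeq2 gave 11, and 27 when any term whose name contains cell wall was counted, a definition added after the data were seen.

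For the comparison of Mrn1-stronger with Pub1-stronger genes in Fig 3E the paper gives p = 0.016, and the rank-sum permutation test on the labelled genes gave 0.1025. Of the 12 alternatives, only the fit without wild-type fermentative replicate 1 closed the gap, at 0.0164 in that permutation test. The range over the leave-one-out fits was 0.0164 to 0.178. The paper tested bound transcripts that were higher in *mrn1Δ*, while the labelled genes used here reached as low as -0.30. The sets of genes may therefore differ, and the gap need not come from a library.

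The paper prints a correlation of 0.98 for wild-type replicates 1 and 2 and for 1 and 3 in fermentative growth, where log10 counts gave 0.9860 and 0.9868, and for 1 and 2 in respiratory growth, where they gave 0.9877. Untransformed counts gave 0.9783, 0.9798 and 0.9823 and closed these gaps, while restricting the genes to those with at least 10 counts did not. For replicates 2 and 3 in respiratory growth, the paper's 0.98 stands against 0.9903, and neither alternative closed the gap.

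In Fig 3B the log2 fold change of *OAC1* is about -1.9, read by eye, and was -1.969 here, a gap closed by the fit without wild-type fermentative replicate 1 and by none of the other alternatives set before the data were examined. In Fig 4B *NCA3* lies at about 1.8 and *STL1* at about 2.6, read by eye, against 1.066 and 2.018 here. In Fig 3B the label *AUS1* stands at about 1.9, read by eye, against 0.7223, but which point that label belongs to is uncertain. None of the alternatives, DESeq2 included, closed these 3 gaps. In respiratory growth, the log2 fold changes of DESeq2 differed from the paper's S6 Dataset by a median of 5.46e-05 over 1020 genes. For the genes compared, this argues against a difference of method behind the Fig 4B gaps. The values read from that figure are uncertain, and whether the shortened S6 Dataset holds *NCA3* and *STL1* is not given here.

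Among 1052 genes compared with the shortened S5 Dataset, the paper's table has 34 with an adjusted p under 0.05, where edgeR's quasi-likelihood test called 4. DESeq2 called 33 (32 of them shared with the table), and all 12 libraries in one fit called 33 (28 shared), while none of the other alternatives closed the gap. The log2 fold changes in that table and those of DESeq2 correlated at 0.9999998. Among 1020 genes compared with the shortened S6 Dataset, in respiratory growth, the paper's table has 178 with an adjusted p under 0.05, where edgeR's quasi-likelihood test called 157 (148 shared) and DESeq2 called 180 (178 shared). The log2 fold changes of edgeR and of DESeq2 correlated with that table at 0.9998 and 1.000.

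The paper states that *NCA3* holds the second place among upregulated genes in respiratory growth, where it was at rank 4 here, and at rank 3 in 2 alternatives. The paper places *CYB2* and *HXT5* among genes that rise at least to the stated fold, and they rose 1.92-fold and 1.75-fold here, *HXT5* sharing reads with similar genes. The paper describes a larger number of upregulated Mrn1 targets than the 34 genes called higher over all genes here, while DESeq2 called 151, 45 of them among the 52 labelled as bound. *HSP150*, drawn in Fig 3C as upregulated and sharing reads with similar genes, fell by 0.26 on the log2 scale. *MFA1*, read by eye as a label among the higher genes of Fig 3B, fell by 0.30. Neither passed the threshold.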

Other observations

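In this part the comparisons with other splits of the libraries were chosen only after the results were seen, and the 4 tests of the resemblance between the genotype effect and the shift were set before the values they measure were seen.

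Of the genes called in fermentative growth, 22 of the 34 higher and 13 of the 19 lower were called in the same direction in respiratory growth, and 0 in the opposite direction. *HIS3* and *LYS2* were expressed in all groups, at 57.6 and 361.7 normalized CPM in wild-type during fermentative growth, while *LEU2*, *URA3* and *MET17* were at or near 0. *STE2* was expressed at 157 normalized CPM in wild-type and 173 in *mrn1Δ* in fermentative growth. Next to *MRN1*, *UIP4* averaged 4.54 and 3.03 normalized CPM in wild-type and *mrn1Δ* before the shift and 41.3 and 61.9 after it, and *RTC6* averaged 15.3, 13.7, 10.7 and 12.4.

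Each 3 against 3 comparison has 10 splits of its 6 libraries, of which 4 part all same-numbered pairs as the actual one does, and the other 6 part 1 pair only. Among these 4, 1 split, the actual one, gave a result as large for the genes higher and for the genes lower in *mrn1Δ* in fermentative growth, for the Fig 3C genes, for the bound genes, for the cell wall organization genes, and for the difference between Mrn1-stronger and Pub1-stronger genes. The same held, with 1 of 4, in respiratory growth for genes higher, genes lower, mitochondrial genes and the difference between Mrn1-stronger and Pub1-stronger genes, and for genes higher and lower after the shift in wild-type and in *mrn1Δ*. With 4 splits the share cannot fall under 0.05, so this count decides nothing about the results it was made for. Each of the 9 other splits called 0 genes at an adjusted p under 0.05 in each of the 4 comparisons. At an unadjusted p under 0.05 these splits had 35 to 431 genes between genotypes in fermentative growth, 59 to 263 in respiratory growth, 4 to 60 over the shift in wild-type and 1 to 11 over the shift in *mrn1Δ*. Such splits mix the actual groups, so a real difference adds to their spread and lowers their counts. For the respiratory pathway genes, 2 of 4 splits gave a camera p as small in fermentative growth and 2 of 4 in respiratory growth, where the smallest p of another split was 2.8e-24. The preset-correlation p-values of this set therefore do not separate genotype from other groupings of the libraries.

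The genotype effect after the shift resembles the shift in wild-type. Across 5786 genes, the log2 fold changes correlated at 0.33, and at 0.28 to 0.36 under the alternatives for the genotype effect. Of 880 genes that rose more than 2-fold in wild-type, 638 (72.5%) had a positive log2 fold change in *mrn1Δ* after the shift at any p, with a median of 0.10, and of 867 that fell as much, 675 (78.6%) had a negative one, with a median of -0.19. Wild-type respiratory libraries enter the effects with opposite signs, which lowers the correlation, and with different libraries in each its mean was 0.379. A few genes with large changes do not carry it, as Spearman's rho was 0.349, nor do gene length and GC content, as the correlation after regression on both was 0.339. The fermentative genotype effect, with separate wild-type libraries, correlated with the shift at -0.0844, so the resemblance was not there before the shift. The pattern could come from a faster response to the shift in *mrn1Δ*, but a later harvest or a stronger response would give the same picture, and a difference in the strain other than the deletion cannot be excluded. It remains a hypothesis.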
